# Molecular basis of positional memory in limb regeneration

**DOI:** 10.1038/s41586-025-09036-5

**Published:** 2025-05-21

**Authors:** L. Otsuki, S. A. Plattner, Y. Taniguchi-Sugiura, F. Falcon, E. M. Tanaka

**Keywords:** Regeneration, Reprogramming, Mesoderm, Cell lineage, Transgenic organisms

## Abstract

The amputation of a salamander limb triggers anterior and posterior connective tissue cells to form distinct signalling centres that together fuel regeneration^1^. Anterior and posterior identities are established during development and are thought to persist for the whole life in the form of positional memory^2^. However, the molecular basis of positional memory and whether positional memory can be altered remain unknown. Here, we identify a positive-feedback loop that is responsible for posterior identity in the limb of an axolotl (*Ambystoma mexicanum*). Posterior cells express residual Hand2 transcription factor from development, and this primes them to form a Shh signalling centre after limb amputation. During regeneration, Shh signalling is also upstream of Hand2 expression. After regeneration, Shh is shut down but Hand2 is sustained, safeguarding posterior memory. We used this regeneration circuitry to convert anterior cells to a posterior-cell memory state. Transient exposure of anterior cells to Shh during regeneration kick-started an ectopic Hand2–Shh loop, leading to stable *Hand2* expression and lasting competence to express *Shh*. Our results implicate positive-feedback in the stability of positional memory and reveal that positional memory is reprogrammed more easily in one direction (anterior to posterior) than in the other. Modifying positional memory in regenerative cells changes their signalling outputs, which has implications for tissue engineering.

## Abstract (web summary)

A molecular analysis of axolotl limb regeneration has identified a positive genetic circuit that maintains posterior cell identity and can be used to reprogramme anterior cells into posterior cells.

## Main

Many adult cells retain positional information from embryogenesis in the form of spatially organized differences in gene expression and chromatin^3,4^, a property that could potentially be used to engineer regenerating tissues. A valuable system to dissect the mechanism of positional information and its contribution to regeneration is the salamander limb^2^, in which positional information is functionally encoded in connective tissue cells^5,6^. These cells display differential gene expression and chromatin modification along the limb axes: proximal–distal, dorsal–ventral and anterior–posterior^7–11^. After limb amputation, cells migrate and converge at the amputation surface to form the regenerative blastema. Interactions between cells originating from different limb regions are required for regenerative growth^12,13^. Such positional memories allow cells to create patterning that seamlessly integrates the regenerated part with the remaining stump tissue^2^. Here we present the molecular analysis of a positional memory system that fuels regeneration.

The anterior–posterior axis is central to launching and sustaining limb regeneration. After amputation, Fgf8 secreted from anterior blastema cells interacts with Shh secreted from posterior blastema cells to induce outgrowth in an evolutionarily conserved positive-feedback loop^1,14,15^. Manipulating anterior–posterior interactions generates predictable outcomes. Surgically assembled anterior-only or posterior-only limbs fail to regenerate^16,17^. Conversely, an accessory limb (extra limb) is induced when transplanting posterior-limb skin to an innervated anterior wound (or vice versa) in an assay that generates anterior–posterior discontinuity^18^. Interestingly, Fgf ligands are expressed in the distal, apical ectodermal ridge in most vertebrates, instead of anteriorly as in salamanders^1,19–21^. Thus, the crucial role of anterior–posterior interactions in limb regeneration arose with the spatial rewiring of Fgf and Shh. Nevertheless, downstream mechanisms seem to be similar, because *Shh* inhibition or misexpression during limb regeneration in axolotls yields digit reduction or expansion phenotypes similar to those in chick (*Gallus gallus*) and mouse (*Mus musculus*) limb development^22,23^. Importantly, *Fgf8* and *Shh* are not expressed in uninjured salamander limbs. How cells retain anterior–posterior positional memory to appropriately launch *Fgf8* and *Shh* expression is not known.

To investigate anterior–posterior positional information, we studied living axolotls by using fluorescent reporters, lineage tracing and genetic or pharmacological perturbations. We discovered a Hand2–Shh positive-feedback loop that was responsible for posterior identity. By forcing this loop in regenerating anterior cells, we posteriorized their positional memory, enabling them to express *Shh* after subsequent amputation. We have leveraged positional memory mechanisms to change the signalling outputs from regenerative cells.

## Non-*Shh* lineage cells can express *Shh*

We investigated the origin of posterior, *Shh*-expressing cells during regeneration^1,24^ (Fig. 1a,b). To explore whether cells that had expressed *Shh* during development persist in the limb and serve as the source of *Shh*-expressing cells after injury, we performed genetic fate mapping of embryonic *Shh* cells during regeneration in a *Shh* transgenic reporter animal. Using the conserved *Shh* limb enhancer ZRS (zone of polarizing activity regulatory sequence, also known as MFCS1)^25,26^ from the axolotl genome, we co-expressed TFP (teal fluorescent protein) and the tamoxifen-inducible Cre recombinase in transgenic axolotls that we refer to as ZRS>TFP (Fig. 1c); the transgenics are summarized in Extended Data Fig. 1a–f. As predicted, ZRS>TFP labelled *Shh*-expressing cells during limb development and regeneration (Extended Data Fig. 2a–f). To persistently label embryonic *Shh* cells, we crossed the ZRS>TFP axolotl with a* loxP*–mCherry fate-mapping axolotl^9^ (Fig. 1c) and treated stage-42 progeny with 4-hydroxytamoxifen (4-OHT), yielding a labelling efficiency of 72.7 ± 18.3% (*n* = 9 limbs; Extended Data Fig. 2g), whereas untreated controls expressed negligible mCherry (Extended Data Fig. 2h).

**Fig. 1:**
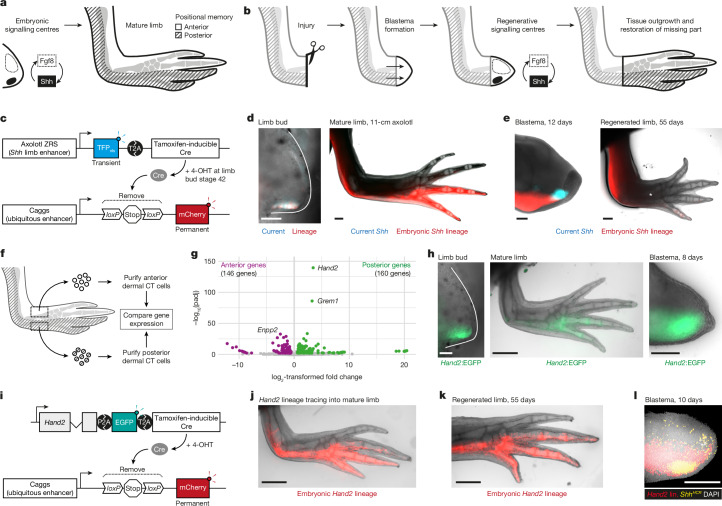
*Shh* cells can arise from outside the embryonic *Shh* lineage. **a**,**b**, Schematics of axolotl limb development (**a**) and regeneration (**b**). Anterior Fgf8 and posterior Shh interact to fuel limb outgrowth. **c**, Schematic of ZRS>TFP axolotls using a *Shh* limb enhancer (ZRS) to express nuclear-localized TFP (TFP_nls_) and ER^T2^-Cre-ER^T2^, with the aim of lineage-tracing embryonic *Shh* cells through limb regeneration. When crossed to a fate-mapping axolotl and treated with 4-OHT, embryonic *Shh* cells can be permanently labelled with mCherry for lineage tracing. **d**,**e**, Spatial contributions of active *Shh*-expressing cells (blue) and embryonic *Shh* cell lineage (red) to the stage-42 limb bud (**d**, left), mature limb (**d**, right), regenerating blastema (**e**, left) and regenerated limb (**e**, right). The asterisk indicates the regenerated part of the limb. **f**, Transcriptional profiling of dermal connective tissue (CT) cells purified from anterior or posterior limb. **g**, Volcano plot depicting differentially expressed genes in anterior and posterior cells, with the most statistically significant genes labelled. Differential expression analysis was done using DESeq2 (two-tailed Wald test with Benjamini–Hochberg adjustment for multiple testing), with a false-discovery rate cut-off of *P* < 0.01. **h**, Expression of *Hand2*:EGFP reporter in posterior limb bud, mature limb and blastema. **i**, Lineage tracing of *Hand2* cells using a similar strategy to that in **c**. **j**,**k**, Spatial contributions of embryonic *Hand2* cells (red) to the mature limb (**j**) and regenerated limb (**k**). **l**, 3D reconstruction of a *Hand2* lineage (lin.)-traced blastema stained for *Shh* mRNA (yellow) and DAPI (white). Data are representative of ten limbs (**d**, **e**, **h**, **j** and **k**) or four blastemas (**l**). Scale bars: 100 μm (limb buds), 500 μm (blastemas) or 1 mm (limbs).

Embryonic *Shh* cells contributed to the posterior 20% (approximately) of the upper and lower arm, and the posterior 1.5 digits of the hand (Fig. 1d and Extended Data Fig. 3a). Pulsing with 4-OHT after stage 42 labelled the distal subset of the lower arm and hand (Extended Data Fig. 3b). We amputated labelled forelimbs and tracked regeneration. Most regenerated *Shh* cells (TFP-positive) were mCherry-negative (23.1 ± 22.1% of TFP signal overlapped with mCherry, *n* = 10; Fig. 1e), indicating that cells outside the embryonic *Shh* lineage switch on *Shh* during regeneration. Indeed, embryonic *Shh* cells were depleted from the regenerated limb (Fig. 1e and Extended Data Fig. 3c). To test the requirement for embryonic *Shh* cells, we surgically removed them before amputation (88.7 ± 6.1% depletion; *n* = 6 limbs from the 9 days after amputation (d.p.a.) of blastema) (Extended Data Fig. 3d,e). Depleted limbs expressed ZRS>TFP in the blastema and regenerated with similar timing to controls (Extended Data Fig. 3f,g). Although we cannot exclude the possibility that the residual 10% of embryonic *Shh* cells compensated for the depleted cells by inducing *Shh* non-autonomously, this result indicates that embryonic *Shh* cells are dispensable for expressing *Shh* during regeneration. We infer that the posterior information necessary to express *Shh* is not limited to embryonic *Shh* cells.

## Spatial priming by transcription factors

To identify genes that prime posterior cells to express *Shh*, we transcriptionally compared anterior and posterior limb cells (Fig. 1f). 

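The dermal comparison was made on 5 bulk RNA-sequencing libraries of uninjured skin, 2 from anterior and 3 from posterior cells. Each replicate pooled cells from 8 axolotls of 12 cm, or 16 lower arms. In these animals an inducible Cre recombinase under *Prrx1* control had permanently switched connective tissue cells to mCherry. The skin of the lower arm was divided into an anterior and a posterior part with a gap left between them, dissociated with Liberase for 50 min and sorted for mCherry. Libraries were made from 20.25 ng of RNA with a QuantSeq 3′ kit, which primes on the poly(A) tail and sequences the end of each transcript, so that the count does not depend on transcript length. ERCC spike-in RNA was added to the input. The authors sequenced single-end 100-base reads on 3 lanes, trimmed adaptors with Trimmomatic, mapped to AmexG_v6.0-DD with HISAT2, reporting up to 5 alignments per read, and counted reads per gene with featureCounts. How reads with several alignments or on overlapping genes were counted is not stated, so that the counts of close paralogues are uncertain.

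The authors deposited the raw count of each gene in each library. The anterior libraries held 44317956 and 51408176 counts and the posterior libraries held 59062548, 58271185 and 53927341 counts, between 36.9% and 49.2% of the sequencing depth of 120 M that the paper states per replicate. All values given here use the counts. Of the 99088 genes listed, 27710 had a count in at least 1 library. The 10 genes with the most counts took 16.3% to 19.0% of each library. The smallest level that 3 counts could show ranged from 0.0508 to 0.0677 CPM, the count scaled to the size of the library. No molecular identifiers are described, so that such limits cover counting error only. Log2-transformed CPM correlated across genes with a Pearson's r of 0.851 to 0.888 between pairs of libraries, and no 2 libraries held identical counts. The r was 0.888 between the anterior libraries, 0.851 to 0.864 between posterior libraries and 0.851 to 0.872 between opposite positions. By this measure, posterior libraries were no more alike than libraries of opposite position. Between the posterior replicates, the median variance of a gene's count was 29.4 to 32.5 times its mean for genes with a mean between 8 and 1024 counts.

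Counts were normalized by edgeR's TMM method, with factors between 0.9933 and 1.012, and genes with few counts were left out by its filterByExpr rule. Anterior and posterior libraries were then compared by a quasi-likelihood test with a false-discovery rate of 0.01, the level the paper uses. Positive log2 fold changes are higher in posterior cells. The paper's supplementary tables give a symbol, taken from the human homologue or, failing that, from the closest homologue the authors found, to 283 of the 306 identifiers they list, and those symbols are used here. Chromosome coordinates of the genes are not given here.

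**Figure D1:**
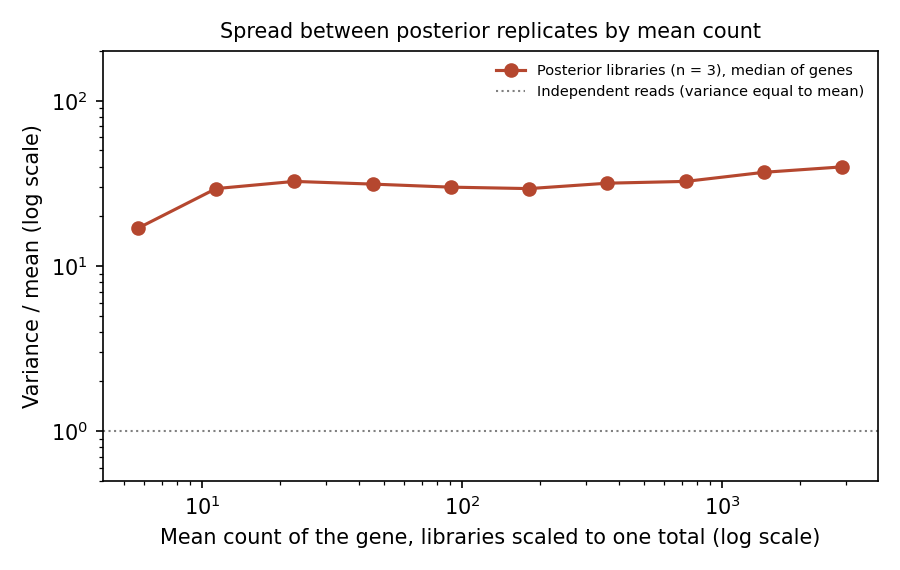
Median over genes of the variance divided by the mean among the 3 posterior libraries (vertical axis, log scale) for genes grouped by mean count (horizontal axis, log scale). The dotted line marks a variance equal to the mean, and the median lies above it at every mean count, between 16.9 and 39.8.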

We purified transgenically labelled *Prrx1*^+^ dermal connective tissue cells, which are strong carriers of positional memory^18,27,28^. We expected to detect molecular differences, because anterior and posterior cells behave differently when transplanted. Anterior skin transplanted posteriorly induces normal-looking or mildly hypomorphic regenerated limbs, whereas posterior skin transplanted anteriorly induces ectopic anterior Shh and extra digits (polydactyly)^28–30^.

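After filtering, 20875 genes were tested between the 2 anterior and 3 posterior libraries. At a false-discovery rate of 0.01, 53 genes differed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 25 were higher in posterior cells and 28 were higher in anterior cells. Without adjustment, 1576 genes had a p-value under 0.05. The number of genes past the threshold depended strongly on the test and the filter. With the DESeq2 Wald test, 300 genes passed the same threshold, 162 higher in posterior and 138 higher in anterior cells, and they included all 53. Without the filter on low counts 337 genes passed in edgeR, and with posterior replicate 2 left out 2 genes passed. The paper does not state whether samples with the same replicate number came from the same axolotls. With the replicate number as a block in the model, 130 genes passed, again including all 53. Posterior replicate 3 has no anterior partner, so that the difference in the block fit comes from replicates 1 and 2. The change from replicate 1 to replicate 2 in anterior cells had a Pearson's r of -0.025 with the change in posterior cells across 20875 genes, which are not independent replicates. An exact permutation test of 2 against 3 libraries cannot go below a one-sided p of 0.1, so that no such test is given for single genes.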

Anterior and posterior cells differentially expressed around 300 genes (DESeq2, *α* < 0.01) (Fig. 1g). 

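*Hand2* (AMEX60DD045298) had the smallest p-value of all genes tested. Its counts were 600 and 708 in the anterior libraries and 8994, 8416 and 7701 in the posterior libraries. The normalized level was 13.6 ± 0.34 CPM (SD, n = 2) in anterior and 147 ± 5.68 CPM (SD, n = 3) in posterior cells. The log2 fold change was 3.43 with a standard error of 0.16 (adjusted p = 2.53e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 5 fits that each left out one library it stayed between 3.40 and 3.46, and over the other alternatives set beforehand between 3.42 and 3.45. *Grem1* (AMEX60DD012132) came next, at 26.9 ± 0.228 CPM (SD, n = 2) in anterior and 253 ± 38.4 CPM (SD, n = 3) in posterior cells, with a log2 fold change of 3.24 (standard error 0.18, adjusted p = 5.06e-05). The difference between the 2 log2 fold changes is of the size of their standard errors. *Hand2* was also the posterior gene with the smallest p-value in the DESeq2 and limma-voom tests. *Grem1* preceded it without the filter on low counts, with the replicate number as a block, and with posterior replicate 3 left out. These 2 genes were the only ones named here that kept an adjusted p under 0.01 whichever posterior library was left out. The next posterior genes were *Emp1* (AMEX60DD029166), with a log2 fold change of 2.36 (standard error 0.19, adjusted p = 0.000625), *Krt19* (AMEX60DD038184), with 1.72 (standard error 0.16, adjusted p = 0.00169), and *Tnfaip2* (AMEX60DD011094), with 2.13 (standard error 0.21, adjusted p = 0.00213). A second gene with the symbol *Krt19* (AMEX60DD038192) is a possible paralogue with which reads could be shared. *Krt19* is on a list of epidermal genes, and RNA from epidermal cells in the sorted samples could not be excluded.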

Of these, *Hand2* dominated the posterior cell signature as ordered by statistical significance (Fig. 1g and Supplementary Table 1). *Hand2* encodes a bHLH transcription factor that in limb buds is expressed posteriorly and induces *Shh* in mouse, chick and zebrafish (*Danio rerio*)^31–34^. Hand2 has not been implicated in post-embryonic positional memory, but its intracellular function would be consistent with the persistence of positional information following the enzymatic removal of cell-surface molecules^29^. Several other transcription factors with anterior–posterior-stratified expression in developing mouse limbs were expressed in corresponding domains of the axolotl limb (Supplementary Tables 1 and 2). 

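Supplementary Table 5 of the paper lists spatial transcription factors, of which 24 could be matched to an identifier. Apart from *Hand2*, *Tbx2*, *Alx1*, *Lhx2*, *Lhx9* and the 4 Hox genes, 15 such factors were counted, 5 higher in posterior and 10 higher in anterior cells. The direction of each was that of Supplementary Tables 1 and 2. At a false-discovery rate of 0.01, 2 of the 15 passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Ebf2* (AMEX60DD002999) rose from 6.89 ± 1.65 CPM (SD, n = 2) in anterior to 32.1 ± 3.41 CPM (SD, n = 3) in posterior cells (log2 fold change 2.22, standard error 0.25, adjusted p = 0.00433). *Tbx22* (AMEX60DD037579) was at 33.9 ± 5.11 CPM (SD, n = 2) in anterior and 8.75 ± 1.12 CPM (SD, n = 3) in posterior cells (log2 fold change -1.96, standard error 0.23, adjusted p = 0.0047). The other 13 factors, among them *Msx2*, *Dmrt2*, *Barx1* and *Foxd1*, had adjusted p-values from 0.0328 to 0.302 in the same test. Their log2 fold changes ran from -1.86 to 1.14, leaving out *Foxd1* and *Znf10*, which had at most 3 counts in each library of one position. *Foxd1* (AMEX60DD042420) had 223 and 68 counts in the anterior libraries and 0 in each posterior library. If reads are independent, it was at least 59.9-fold lower in posterior cells (adjusted p = 0.0624 in the same test). In the DESeq2 test, 14 of the 15 passed. The 15 carry an identifier because they are among the paper's DESeq2 calls on these libraries. The DESeq2 number and the directions therefore follow from that selection and show no stability.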

For example, posterior cells expressed *Hoxd13* and *Tbx2*, whereas anterior cells expressed *Alx1*, *Lhx2* and *Lhx9* (Extended Data Fig. 4a–c). 

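*Hoxd13* (AMEX60DD055612) had 58 and 29 counts in the anterior libraries and 646, 885 and 900 in the posterior libraries, or 0.931 ± 0.514 CPM (SD, n = 2) against 14.3 ± 2.95 CPM (SD, n = 3). The log2 fold change was 3.95 with a standard error of 0.47 (adjusted p = 0.0047, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it ranged from 3.47 to 4.65. *Tbx2* (AMEX60DD054625) rose from 7.09 ± 0.357 CPM (SD, n = 2) to 29.8 ± 3.76 CPM (SD, n = 3) in posterior cells, a log2 fold change of 2.07 (standard error 0.24, adjusted p = 0.00442). Among the anterior factors, *Alx1* (AMEX60DD007691) was at 85.1 ± 4.46 CPM (SD, n = 2) in anterior and 5.72 ± 2.83 CPM (SD, n = 3) in posterior cells, a log2 fold change of -3.89 (standard error 0.39, adjusted p = 0.00222). *Lhx2* (AMEX60DD050555) was at 27.5 ± 0.141 CPM (SD, n = 2) and 6.07 ± 1.22 CPM (SD, n = 3), a log2 fold change of -2.18 (standard error 0.26, adjusted p = 0.0047). *Lhx9* (AMEX60DD018728) had 550 and 899 counts in the anterior libraries and 0 in all 3 posterior libraries. If reads are independent, it was at least 284-fold lower in posterior cells (adjusted p = 0.000625 in the same test). *Lhx9* was thus not detectable in posterior cells at this depth, whereas *Alx1* and *Lhx2* were detected in every posterior library. In each of the 5 genes, every library of one position lay above every library of the other. Chance gives that order with a probability of 0.1 for a given direction and a gene chosen without these data. The 5 are the paper's examples from these same libraries, so that their order was favoured by that choice. With limma-voom in place of edgeR, the adjusted p-values of *Hoxd13* (0.139) and *Lhx9* (0.0497) were above 0.01. Over the alternatives set beforehand they ran from 1.91e-15 to 0.139 for *Hoxd13* and from 1.96e-43 to 0.0497 for *Lhx9*. *Tbx2*, *Lhx2*, *Hoxd13* and *Lhx9* were above 0.01 whichever posterior library was left out, and *Alx1* when posterior replicate 1 or 2 was.

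**Figure D2:**
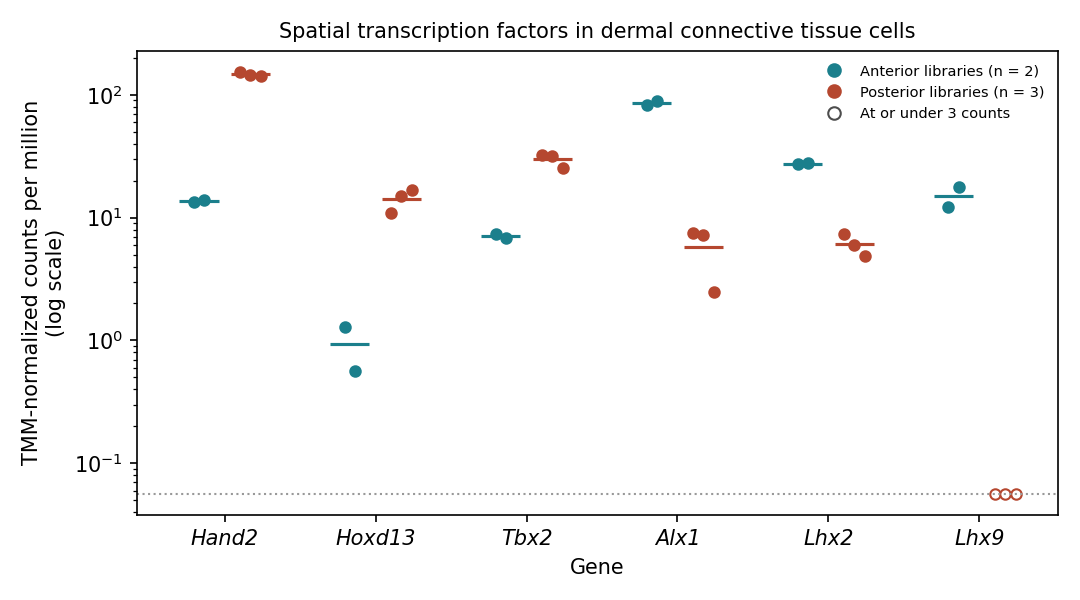
TMM-normalized CPM (vertical axis, log scale) of *Hand2* and the 5 factors in each anterior (n = 2) and posterior (n = 3) library, with bars at the mean of each position. Open circles on the dotted line stand for libraries with at most 3 counts, which are the 3 posterior libraries for *Lhx9*, and the points of the 2 positions do not overlap for any gene.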

The general forelimb genes *Tbx5* and *Prrx1* were found in both anterior and posterior cells (Extended Data Fig. 4d). Thus, axolotl limb cells continuously express a subset of transcription factors in development-like spatial domains, and this was also reported in zebrafish pectoral fins^35^. 

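Over all 24 spatial transcription factors with an identifier, 9 were higher in posterior and 15 were higher in anterior cells. At a false-discovery rate of 0.01, 4 of the posterior and 5 of the anterior factors passed edgeR's quasi-likelihood test, and 12 of the 24 passed at 0.05. In the DESeq2 test 22 passed, and with the replicate number as a block 11 did. All 24 were matched through the paper's DESeq2 calls on these libraries, so that the DESeq2 number describes that selection. The paper reports that several transcription factors were in domains corresponding to those in developing mouse limbs, without stating this of all 24. It concludes that a subset of transcription factors stays expressed in the axolotl limb in domains like those of development.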

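Supplementary Tables 3 and 4 list the differentially expressed genes that the authors' topGO analysis placed under 2 terms. Of the extracellular matrix genes, 19 of 20 could be matched to an identifier, and of the cell adhesion genes, 28 of 32. Gene Ontology annotations were not used here, so that the enrichment itself was not computed. Of the 19 extracellular matrix genes, 5 were higher in posterior and 14 in anterior cells. At a false-discovery rate of 0.01, 4 of them (21.1%) passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. *Col17a1*, which is also on a list of epidermal genes, was higher in posterior cells, and *Postn*, *Ptx3* and *Smoc2* were higher in anterior cells. Whether RNA from epidermal cells contributed to *Col17a1* could not be tested. *Postn* (AMEX60DD049175) was among the most abundant transcripts, at 8560 ± 651 CPM (SD, n = 2) in anterior and 4770 ± 288 CPM (SD, n = 3) in posterior cells, a log2 fold change of -0.84 (standard error 0.08, adjusted p = 0.00222). *Ptx3* (AMEX60DD001838) had a log2 fold change of -1.26 (standard error 0.16, adjusted p = 0.00625). Of the 28 cell adhesion genes, 11 were higher in posterior and 17 in anterior cells, and 6 (21.4%) passed. *Fn1* (AMEX60DD055420) was at 787 ± 27.8 CPM (SD, n = 2) in anterior and 1310 ± 27.4 CPM (SD, n = 3) in posterior cells, a log2 fold change of 0.74 (standard error 0.1, adjusted p = 0.00768). *Thbs3* (AMEX60DD014849) had a log2 fold change of 1.64 (standard error 0.2, adjusted p = 0.00583). *Epha4* (AMEX60DD002138), which encodes a receptor for membrane-bound ephrins, had a log2 fold change of -1.84 (standard error 0.19, adjusted p = 0.00222). *Col12a1*, *Postn* and *Thbs2* were the other anterior genes that passed. With DESeq2, 19 extracellular matrix and 27 cell adhesion genes passed, and with the replicate number as a block 10 and 13 did. Adjusted over each list alone, all 19 and all 28 passed in edgeR, but both lists hold the paper's own calls on these libraries, so that this shows no stability.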

To assess whether, and if so, how, anterior and posterior domains can communicate, we analysed Gene Ontology terms, which showed differentially expressed genes enriched in the ‘extracellular matrix’ and ‘cell adhesion’ categories (Extended Data Fig. 4e–h and Supplementary Tables 3 and 4). These molecules, including collagens, might generate distinct signalling environments in the anterior and posterior limb.

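Supplementary Tables 1 and 2 give identifiers for 7 collagen genes, 3 of them higher in posterior and 4 higher in anterior cells. Of these, 2 passed a false-discovery rate of 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Col17a1* (AMEX60DD053027), which encodes a transmembrane collagen, rose from 68.4 ± 6.71 CPM (SD, n = 2) in anterior to 182 ± 27.4 CPM (SD, n = 3) in posterior cells, a log2 fold change of 1.41 (standard error 0.17, adjusted p = 0.0047). It is also on the list of epidermal genes used here, and RNA from epidermal cells in the sorted samples could not be excluded. *Col12a1* (AMEX60DD033627) was at 2560 ± 380 CPM (SD, n = 2) in anterior and 1170 ± 202 CPM (SD, n = 3) in posterior cells, a log2 fold change of -1.13 (standard error 0.15, adjusted p = 0.00768). The other 5 had adjusted p-values above 0.01 in the same test. *Col11a1* (AMEX60DDU001010640) had the largest log2 fold change of the 7, 2.54 with a standard error of 0.53 (adjusted p = 0.0805). That value rested on 39 and 118 counts in the anterior libraries, and ranged from 2.01 to 3.42 with each library left out in turn. *Col8a1* (AMEX60DD048332) had -1.40 (standard error 0.24, adjusted p = 0.036) and *Col6a6* (AMEX60DD022617) had -0.85 (standard error 0.17, adjusted p = 0.0699). All 7 passed in the DESeq2 test and 4 with the replicate number as a block. Of 10000 random lists of 7 tested genes matched on expression, 99.5% held fewer genes past the threshold, but the 7 collagens carry a symbol because the paper's tables list them, so that the share describes that selection.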

## *Hand2* cells express *Shh* after injury

We proposed that Hand2 primes posterior cells to express *Shh* after injury, given that Hand2 is necessary for *Shh* expression in mouse limb buds and directly binds the ZRS enhancer^34,36^. To track Hand2, we generated a *Hand2*:EGFP knock-in axolotl co-expressing endogenous *Hand2* with EGFP (enhanced green fluorescent protein) (Extended Data Fig. 5a). *Hand2*:EGFP was expressed continuously in posterior cells: in limb bud, uninjured limb and, as described previously, blastema^1^ (Fig. 1h). We expect *Hand2* to be translated, because EGFP expression requires *Hand2* translation and ribosome skipping at the T2A sequence^37,38^. In uninjured limbs, dermal and interstitial connective tissue cells weakly expressed *Hand2*:EGFP (Extended Data Fig. 5b; further characterization can be found in Extended Data Fig. 8a–f). *Hand2*:EGFP fluorescence increased 5.9 ± 0.4-fold during regeneration before returning to baseline (Extended Data Fig. 5c). Flow cytometry revealed a similar fivefold increase in *Hand2*:EGFP fluorescence per cell (Extended Data Fig. 5d). *Hand2*:EGFP increased 2.3 ± 0.2-fold before ZRS > TFP onset at 7 d.p.a. (Extended Data Fig. 5c,e). Note that these measurements are semi-quantitative because we used a non-labile EGFP.

We next wondered whether *Hand2* cells express *Shh* during regeneration. *Hand2* cells had not been lineage-traced in the limb in any organism. We generated a *Hand2* knock-in axolotl for lineage tracing (Fig. 1i and Extended Data Fig. 5f). We found that embryonic *Hand2* cells contribute to the posterior half of the axolotl forelimb and the posterior 2.5 digits of the hand, resembling active *Hand2* expression (Fig. 1h,j). Nonspecific mCherry labelling was negligible (Extended Data Fig. 5g). After amputation, *Hand2*-lineage cells regenerated a comparable domain (Fig. 1k and Extended Data Fig. 5h, i). Thus, embryonic *Hand2* cells are retained during adulthood and in regeneration. We also converted the lineage reporter in 7-cm axolotls with fully formed limbs, and this yielded a similar expression pattern to that in animals that had been converted at embryonic stage. However, a higher 4-OHT dose and multiple treatments were required to convert 7-cm axolotls, and this is probably due to weaker *Hand2* and Cre expression than during development (Extended Data Fig. 5j,k). Importantly, 3D imaging confirmed that *Hand2* cells give rise to *Shh* cells during regeneration (Fig. 1l and Extended Data Fig. 5l,m).

## *Hand2* is required for posterior identity

In mouse and zebrafish limb and fin buds, respectively, *Hand2* is necessary for *Shh* expression^31,33,34^. We tested whether this function is conserved in axolotls. We mutated *Hand2* by co-injecting axolotl eggs with Cas9 protein and two efficient single guide RNAs (sgRNAs) targeting the *Hand2* translational start codon (Fig. 2a and Extended Data Fig. 6a,b). Knowing that homozygous *Hand2*^−/−^ mutant mice die embryonically as the result of heart defects^39^, we analysed mosaically mutated F_0_ axolotls (CRISPants). *Hand2* CRISPants had higher lethality than controls, probably reflecting widespread gene deletion: 52% lethal before digit patterning (*n* = 60 of 116 injected eggs) versus 14% (*n* = 4 of 28) (Fig. 2b). When analysing ‘escaper’ CRISPants that were hypomorphic for *Hand2*, we found that 45% had digit-number or outgrowth defects (*n* = 50 of 112 limbs). The range in severity was consistent with mosaic *Hand2* inactivation (Extended Data Fig. 6c,d). The most severely affected hypomorphs had no limb outgrowth beyond the shoulder girdle (*n* = 9; Fig. 2c), similar to *Shh* CRISPants^40^. When amputated, almost all *Hand2* CRISPants regenerated fewer digits, including those that originally had the correct digit number (Fig. 2d and Extended Data Fig. 6e,f). During this work, we attempted to derive homozygous F_2_ mutants with a 64-bp deletion encompassing the *Hand2* translational start (*Hand2*^*Δ64*^; Extended Data Fig. 6g–i). However, these axolotls had 96.7% lethality before the end of limb development (*n* = 29 of 30 animals), supporting our use of CRISPants. Conditional deletion of endogenous genes is not readily feasible in axolotls.

**Fig. 2:**
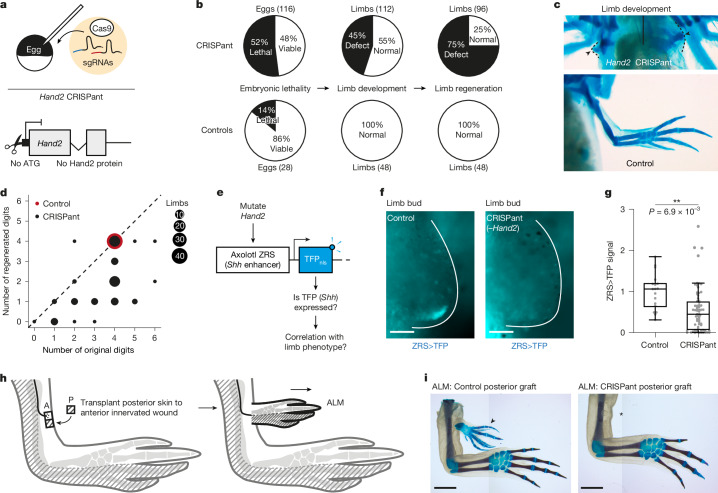
*Hand2* is necessary for *Shh* expression and posterior limb identity. **a**, CRISPR-Cas9 strategy to mutate *Hand2*. **b**, Defects in *Hand2* CRISPants (top) compared with controls (bottom). **c**, Severe *Hand2* CRISPant phenotype in which no limb skeleton (blue) formed beyond the shoulder girdle (arrowed; phenotype observed in 9 of 112 limbs). A control limb is shown for comparison. **d**, Dot plot comparing the number of digits at the end of development (*x* axis) with the number of digits regenerated after amputation (*y* axis) in *Hand2* CRISPants and controls. Dot size corresponds to the number of limbs. The diagonal line indicates the occasion in which the number of limbs regenerated was the same number of original digits; *n* = 96 (CRISPant) or *n* = 48 (control) limbs. **e**, Strategy to assess whether *Hand2* is necessary for *Shh* expression by mutating *Hand2* in ZRS>TFP animals. **f**, ZRS>TFP reporter expression in limb buds of control and *Hand2* CRISPant axolotls at stage 42. **g**, Quantification of **f**, normalized to the mean of the control cohort. Boxplots depict median, interquartile range and 1.5× interquartile range. Each dot represents one limb bud; *n* = 68 (CRISPant) or *n* = 18 (control) limb buds. We used a two-tailed Kolmogorov–Smirnov test. **h**, The anterior ALM. **i**, The ALM using control grafts (3 of 6, arrowed; left) or *Hand2* CRISPant grafts (0 of 6, asterisk; right). The difference was statistically significant (assessed by the number of digits formed; two-tailed Wilcoxon signed rank test; *P* = 0.03, *W* = −4.00, *n* = 6 per group). Limbs were stained using Alcian blue (cartilage) and Alizarin red (bone) for contrast. Scale bars: 100 μm (limb buds) or 5 mm (ALMs). Source data

We validated that *Hand2* was responsible for these phenotypes in two ways. First, we generated *Hand2* CRISPants in a *Hand2*:EGFP background. *Hand2* mutant cells should not express EGFP. We injected *Hand2* sgRNAs into one side of cleaved *Hand2*:EGFP eggs, waited for development then compared EGFP fluorescence in the two limb buds (Extended Data Fig. 6j); 46% of sgRNA-injected axolotls displayed a mutant phenotype (*n* = 13 of 28), as before (Fig. 2b). The defective limb bud had notably less EGFP than the other, consistent with *Hand2* deletion (Extended Data Fig. 6k,l). Second, we targeted *Hand2* with further sgRNAs. Hand2 has a second methionine (M146). We individually injected three sgRNAs targeting sequences at, or downstream of, M146 to generate *Hand2*^*M146*^ CRISPants (Extended Data Fig. 6m). The *Hand2*^*M146*^ CRISPants had similar phenotypes to the original *Hand2* CRISPants, at similar frequencies (Extended Data Fig. 6n). We conclude that *Hand2* is required for axolotl limb development.

Next, we investigated whether *Hand2* is necessary to express *Shh*. We mutated *Hand2* in the ZRS>TFP background (Fig. 2e). Live imaging showed that *Hand2* CRISPants had fewer ZRS>TFP^+^ cells and/or expressed weaker TFP than did controls, indicating that *Hand2* is necessary to express *Shh* (Fig. 2f,g). Limb buds with the weakest TFP developed into limbs with 0–3 digits (Extended Data Fig. 6o). TFP intensity during development and regeneration was directly correlated (Spearman’s rank test; *r* = 0.74, *P* = 2.40 × 10^−3^, *n* = 14 limbs) (Extended Data Fig. 6p). Thus, *Hand2* is necessary for *Shh* expression during axolotl limb outgrowth.

We then explored whether mutation of *Hand2* resulted in loss of positional information by doing a functional transplantation assay. *Hand2* CRISPants lost *Shh* expression, so we could address this question in axolotls using the accessory limb model (ALM). In the ALM, an ectopic limb grows out from an innervated anterior wound if grafted with posterior skin (or vice versa), because this generates anterior–posterior discontinuity^18^ (*n* = 3 limbs from six surgeries; Fig. 2h,i). If *Hand2* specifies posterior identity, *Hand2*-mutant posterior skin should not induce accessory limbs when transplanted anteriorly. This was the case (*n* = 0 limbs from 6 surgeries with *Hand2* CRISPant skin, Fig. 2i). *Hand2*^*M146*^ CRISPant posterior skin gave the same result (*n* = 0 limbs from 6 surgeries using *Hand2*^*M146*^ CRISPant skin, and *n* = 5 limbs from 6 surgeries using control skin) (Extended Data Fig. 6q). Next, we tested whether *Hand2* mutant cells acquire anterior identity. Unlike anterior skin, *Hand2* CRISPant posterior skin did not induce limbs at innervated posterior wounds (*n* = 0 limbs from 6 surgeries) (Extended Data Fig. 6r,s). Thus, *Hand2* is necessary for posterior identity, at least insofar as inducing *Shh*, but mutant cells do not default to anterior.

## *Hand2* expression posteriorizes identity

We investigated whether *Hand2* misexpression is sufficient for *Shh* expression in axolotls, as was found for mouse limb buds and chick wing buds^32,33^. We generated transgenic axolotls in which the mouse *Prrx1* limb enhancer controlled an mCherry-tagged axolotl *Hand2* sequence, resulting in expression throughout the limb bud and blastema mesenchyme^41^ (Fig. 3a and Extended Data Fig. 7a). Each F_0_ axolotl expressed mCherry–Hand2 at different levels and in different spatial domains, presumably depending on copy number, genomic insertion site and extent of mosaicism. *Hand2* misexpression induced ectopic ZRS>TFP (*n* = 7 of 9 limb buds carrying TFP) and polydactyly (*n* = 7 of 16 limbs) (Fig. 3b and Extended Data Fig. 7b–d). The polydactyly was similar to that induced by *Shh* misexpression^23^. In two cases, anterior *Hand2* induced an ectopic limb, a phenotype that has not been reported in other species but is consistent with the ability of the axolotl to generate limbs at sites of anterior–posterior discontinuity (Fig. 3c). These phenotypes occurred in animals with stronger mCherry–Hand2 expression (Extended Data Fig. 7e). Misexpression of axolotl *Hand2* is therefore sufficient to trigger *Shh*, polydactyly and, in extreme cases, ectopic limbs.

**Fig. 3:**
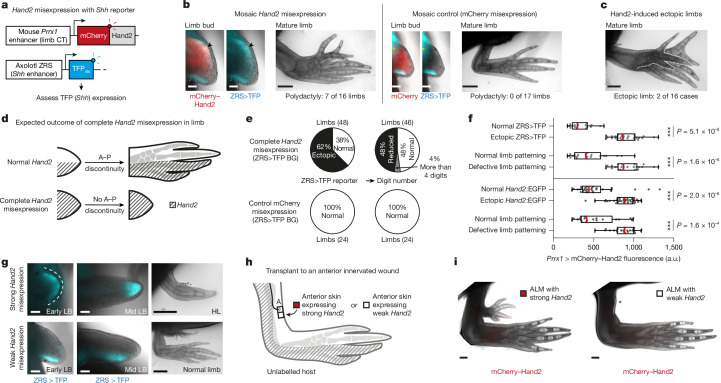
*Hand2* is sufficient for *Shh* expression and posterior limb identity. **a**, Strategy to misexpress mCherry–Hand2 fusion protein, with ZRS>TFP reporter in the genetic background. **b**, Stage-42 limb bud mosaically misexpressing mCherry–Hand2 (left) or mCherry alone (right); mCherry–Hand2 induced ectopic anterior ZRS>TFP (arrowed; *n* = 7 of 9 limbs) and polydactyly (*n* = 7 of 16 limbs), whereas mCherry alone did not (*n* = 17 limbs). Asterisks indicate autofluorescence in the blue channel. **c**, An ectopic limb induced by mosaic mCherry–Hand2 expression (dotted outline; 2 of 16 cases). **d**, Predicted experimental outcome when mCherry–Hand2 is expressed uniformly in CT cells; A–P, anterior–posterior. **e**, ZRS>TFP expression and digit number after uniform misexpression of mCherry–Hand2 (top) or mCherry alone (bottom). BG, background. **f**, The mCherry–Hand2 expression level (*x* axis) and the resulting limb phenotype (*y* axis). Boxplots depict median (red line), interquartile range and 1.5× interquartile range. Each dot represents one limb. Summary of two experiments: one in ZRS>TFP axolotls (top, *n* = 48 limbs) and one in *Hand2*:EGFP axolotls (bottom, *n* = 68 limbs). We used two-tailed Kruskal–Wallis tests with Dunn’s multiple comparisons testing; a.u., arbitrary units. **g**, ZRS>TFP expression (blue) in axolotls misexpressing strong mCherry–Hand2 (top) or weak mCherry–Hand2 (bottom). LB, limb bud; HL, hypomorphic limb. **h**, Anterior ALM to assess the positional identity of cells misexpressing strong or weak mCherry–Hand2. **i**, All 8 strong mCherry–Hand2 grafts induced an accessory limb (left), whereas none of the 8 weak mCherry–Hand2 grafts did (right) at 34 days after grafting. The asterisk indicates the lack of an accessory limb. Scale bars: 100 μm (limb buds) or 1 mm (limbs and ALMs). Source data

We predicted that uniform *Hand2* expression might eliminate the anterior–posterior differences required for limb outgrowth (Fig. 3d). Conceptually, this would be similar to double-posterior salamander limbs that do not regenerate^16,17^. To test this prediction, we used F_1_ *Prrx1*>mCherry–Hand2 animals that uniformly misexpress mCherry–Hand2 in connective tissue cells. These animals also had a reporter for posterior gene expression (ZRS>TFP reporting *Shh* or *Hand2*:EGFP reporting endogenous *Hand2*). F_1_ siblings expressed different levels of mCherry–*Hand2*. Axolotls strongly misexpressing mCherry–Hand2 expressed ZRS>TFP and *Hand2*:EGFP throughout the anterior–posterior axis and generated hypomorphic spikes or no limbs (Fig. 3e–g and Extended Data Fig. 7f–j). Thus, *Hand2* impeded outgrowth, apparently by posteriorizing the entire limb field. By contrast, siblings with weak mCherry–Hand2 exhibited normal-looking ZRS>TFP,* Hand2*:EGFP and limb patterning (Fig. 3f,g and Extended Data Fig. 7j). Interestingly, the two-fold expression difference between ‘strong’ and ‘weak’ mCherry–Hand2 (Fig. 3f) is similar to the 2.39-fold rise in *Hand2* that precedes *Shh* expression during regeneration (Extended Data Fig. 5c). This finding hints at a role for *Hand2* levels in inducing *Shh*.

To characterize *Hand2*-induced posteriorization, we performed RNA sequencing. We amputated *Prrx1*>mCherry–Hand2 limbs and *Prrx1*>mCherry controls, collected anterior blastemas at 14 d.p.a. and purified mCherry^+^ cells to identify *Hand2*-induced genes. We also compared bona fide anterior blastema cells labelled with *Alx4*:mCherry (we will discuss this further later). Because the *Hand2* misexpression cassette is codon altered, we could quantify endogenous *Hand2* transcripts. *Hand2*-misexpressing cells upregulated posterior transcription factors (Hand2, Hoxd13 and Klf8) and downregulated anterior factors (Lhx2, Lhx9, Barx1, Zfhx4 and Hoxc10) (Supplementary Tables 5 and 6). Therefore, *Hand2* induces expression changes that are consistent with posteriorization (Supplementary Tables 7–10).

To test for functional posteriorization, we used the ALM. Anterior skin from double-transgenic limbs expressing ZRS>TFP, together with either ‘weak’ *Hand2* or ‘strong’ *Hand2*, was grafted to innervated anterior wounds. Strong-*Hand2* skin grafts upregulated the ZRS>TFP reporter and induced accessory limbs, whereas weak-*Hand2* skin did neither (*n* = 8 grafts per condition) (Fig. 3h,i and Extended Data Fig. 7k). We conclude that strong *Hand2* misexpression in anterior skin is sufficient to induce its posteriorization.

## Plasticity of memory during regeneration

Whether anterior–posterior identity is irreversibly fixed after embryonic development remains an open question. We tested whether cells change identity following transplantation of anterior or posterior cells to the opposite side of an unlabelled host limb and subsequent limb amputation. To visualize anterior versus posterior identity, we generated *Alx4*:mCherry_*Hand2*:EGFP double-reporter axolotls^35,42^ (Fig. 4a,b and Extended Data Fig. 8a,b).* Alx4*:mCherry and *Hand2*:EGFP in uninjured limbs were predominantly expressed in loose connective tissue, joints, skeletal and peri-skeletal elements (Extended Data Fig. 8c–e). Each reporter labelled similar cell populations (Extended Data Fig. 8f), so we could purify equivalent anterior or posterior cells for transplantation.

**Fig. 4:**
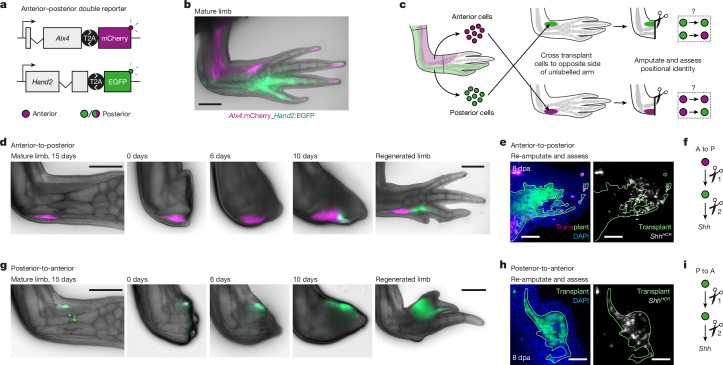
Anterior–posterior positional memory is reprogrammable during regeneration. **a**, Schematic of anterior–posterior double-reporter constructs. **b**, Mature limb of an *Alx4*:mCherry_*Hand2*:EGFP double-transgenic axolotl. **c**, Experimental design to explore whether positional identity is fixed or plastic. **d**, Anterior-to-posterior transplantations of *Alx4*:mCherry_*Hand2*:EGFP double-transgenic cells into an unlabelled host (colours as in **b**). **e**, Assay to test whether newly arising EGFP^+^ cells can express *Shh* (white) (*n* = 3 of 3 blastemas). **f**, Schematized result of the anterior (A) to posterior (P) transplantations. **g**, Posterior-to-anterior transplantations of *Alx4*:mCherry_*Hand2*:EGFP double-transgenic cells into an unlabelled host (colours as in **b**). The asterisk indicates autofluorescence. **h**, Assay to show that EGFP^+^ cells can still express *Shh* (white) (*n* = 3 of 3 blastemas). **i**, Schematized result of the posterior to anterior transplantations. Data are representative of three transplantations each (**d**, **e**, **g** and **h**). Scale bars: 1 mm (**b**, **d** and **g**) or 100 μm (**e** and **h**).

Anterior cells purified by fluorescence-activated cell sorting (mCherry^+^/EGFP^−^) were injected into the posterior side of an unlabelled host limb (Fig. 4c). Two weeks later, the cells remained mCherry^+^, which is consistent with sustained anterior identity (Fig. 4d). After limb amputation, however, transplanted cells that had entered the blastema expressed EGFP from 8 d.p.a., indicating a posteriorized identity (Fig. 4d and Extended Data Fig. 9a), whereas stump cells remained mCherry^+^. These divergent behaviours (mCherry^+^ in the stump and EGFP^+^ in the regenerated limb) indicate that anterior–posterior identity is stable at steady state but flexible during regeneration.

If transplanted anterior cells were stably posteriorized, they should express *Shh* following regeneration and a subsequent amputation. Indeed, a second amputation triggered some of the transplanted cells to express *Shh* (Fig. 4e,f). In this successive amputation experiment, posterior identity persisted through a regeneration cycle, indicating that positional memory was stably posteriorized.

In the reciprocal experiment, purified EGFP^+^ posterior cells were injected anteriorly. Transplanted posterior cells stably retained EGFP expression, not only in the uninjured limb (Fig. 4g), but also during regeneration, resulting in ectopically patterned regenerates (*n* = 3 of 3 limbs; Fig. 4g and Extended Data Fig. 9b). After a second amputation, marked cells expressed *Shh*, further reflecting the maintenance of a posterior memory state (Fig. 4h,i and Extended Data Fig. 9c). We did not detect any anteriorized (mCherry^+^ only) cells (Extended Data Fig. 9b), although we cannot exclude the possibility that some transplanted cells became untraceable by losing both EGFP and mCherry expression. Taken together, transplanted anterior cells switch to a posterior memory state during regeneration, whereas transplanted posterior blastema cells retain their original posterior memory.

To characterize the anterior-to-posterior memory switch, we compared anterior cells transplanted posteriorly (A→P) or anteriorly (A→A) with non-transplanted controls (A or P) at the transcriptional level. Principal component analysis (PCA) revealed that the first principal component, PC1, discriminated samples on the basis of presence or absence of transplantation (Extended Data Fig. 9d). PC2 discriminated A and A→A cells from P and A→P cells, explaining 25% of the total variance. PC2 was driven heavily by Hand2 and EGFP, which is expected given that P and A→P cells were purified by *Hand2*:EGFP expression (Extended Data Fig. 9e and Supplementary Table 11). However, other anterior–posterior factors also contributed to PC2, including Hoxd13 and Lhx9 (Extended Data Fig. 9e and Supplementary Table 11). Crucially, A→P cells were more similar to P cells than to A cells or A→A cells in the PCA (Extended Data Fig. 9d). This finding supports a global shift of A→P transplanted cells towards a posterior transcriptional state.

We also analysed the expression status of anterior factors during this identity change (Extended Data Fig. 4a,b). A→P cells downregulated anterior transcription factors (Alx1, Lhx9, Dmrt2, Pbx3, Hoxc10, Tbx22 and Zfhx4) (Extended Data Fig. 9f,g and Supplementary Table 12). Overall, A→P transplants downregulated 60.1% (578 of 961) of anterior blastema-specific genes and upregulated 22.5% (78 of 346) of posterior blastema-specific genes (Supplementary Table 13). Thus, transplanted cells lost their original anterior identity and gained posterior identity (Extended Data Fig. 9f,g and Supplementary Table 12). Importantly, the loss of anterior markers was not a transplantation artefact. Anterior genes (*Pbx3*, *Dmrt2* and *Hoxc10*) were lost specifically in A→P transplantations and not in A→A controls (Supplementary Table 14). For differentially expressed genes in A→P cells, see Supplementary Tables 15–18.

Anterior-to-posterior transplantation caused substantial shifts in mRNA towards a posteriorized signature. The data support a reprogramming event with lasting changes to positional memory and signalling potential.

## *Shh* requirement for posteriorization

We proposed that *Shh* posteriorized the A→P transplants because transplanted anterior cells would be exposed to Shh secreted by endogenous posterior cells. We transplanted *Prrx1*>mCherry_*Hand2*:EGFP transgenic cells and exposed animals during regeneration to an inhibitor of Shh signalling (Fig. 5a,b). Strikingly, BMS-833923 (a Shh pathway inhibitor^40^) prevented posteriorization (Fig. 5c and Extended Data Fig. 9h). Thus, endogenous Shh was responsible for transplant posteriorization.

**Fig. 5:**
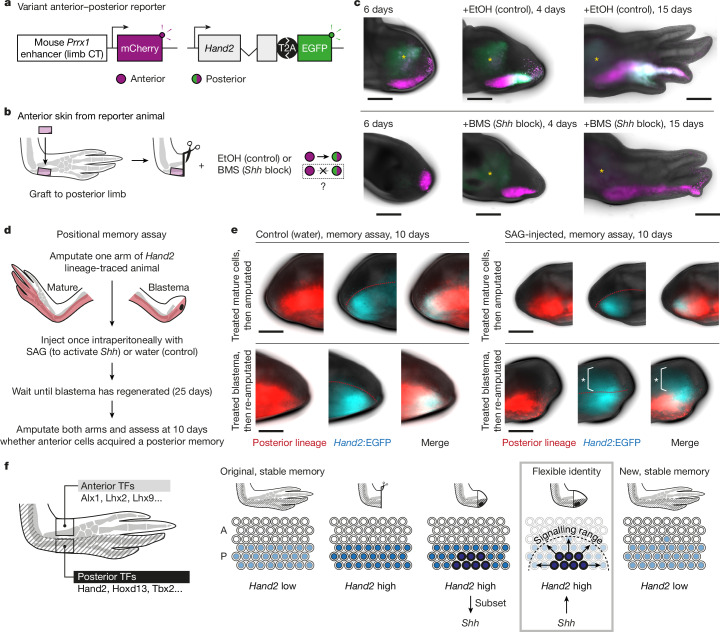
*Shh* signalling posteriorizes anterior cell positional memory. **a**, Double reporter in which *Prrx1*>mCherry (magenta) labels connective tissue (CT) cells and *Hand2*:EGFP (green) labels posterior cells. **b**, Strategy to test whether *Shh* signalling is necessary to posteriorize anterior cells (colours as in **a**). **c**, Anterior to posterior transplantations of *Prrx1*>mCherry_*Hand2*:EGFP double-reporter skin to unlabelled hosts, treated with ethanol or BMS-833923 six days after amputation. Asterisks indicate autofluorescence. Images are representative of *n* = 4 of 4 limbs per assay. **d**, Strategy to test whether *Shh* signalling is sufficient to posteriorize anterior cell memory at steady state and/or during regeneration. **e,** *Hand2*:EGFP expression (blue) in blastemas during the positional memory assay in **d**. Top row, experiments in which mature cells were treated with water (control) or SAG, then amputated to form a blastema. Bottom row, experiments in which blastema cells were treated with water or SAG, allowed to regenerate fully and then re-amputated to form a blastema. Embryonic *Hand2* cells are lineage-traced in red. Asterisks indicate *Hand2*:EGFP expression outside the embryonic *Hand2* lineage. Representative of *n* = 5 of 5 limbs (SAG) or 4 of 4 limbs (control) per condition. **f**, Model for transmitting anterior–posterior positional memory through regeneration. Positional memory is stable at steady state but is transiently flexible and vulnerable to posteriorization in the blastema. A, anterior; P, posterior; TF, transcription factor. Scale bars, 1 mm.

Considering these findings, we investigated whether Shh signalling would be sufficient to rewrite positional memory in anterior cells. When we delivered a Shh-encoding baculovirus anteriorly, infected cells induced *Hand2*:EGFP locally (Extended Data Fig. 10a,b). Thus, anterior blastema cells are responsive to Shh. During regeneration, the strongest Hand2 expression occurs next to the Shh signalling centre, indicating that posterior blastema cells also upregulate Hand2 in response to Shh (Fig. 1h,l). Indeed, continuously blocking Shh signalling prevented posterior blastema cells from fully upregulating Hand2 during regeneration, resulting in hypomorphic limbs (Extended Data Fig. 10c). Thus, both anterior and posterior blastema cells are responsive to Shh.

Next, we performed a lineage-tracing experiment to test whether transient Shh signalling can convert anterior cells into posterior memory cells in vivo (Fig. 5d). To distinguish anteriorly and posteriorly specified cells, we converted the *Hand2* lineage-tracing axolotls (Fig. 1i) with tamoxifen at the limb-bud stage, resulting in stable expression of mCherry in posterior cells. After unilateral limb amputation, we injected SAG intraperitoneally at the cone stage of regeneration. This approach allowed us to compare mature cells (left limb) and blastema cells (right limb) in one experiment. We found that mCherry^−^ cells in the anterior blastema acquired *Hand2*:EGFP expression after SAG injection, but those in the unamputated limb did not (Extended Data Fig. 10d,e). The blastema descendants continued to express *Hand2*:EGFP when we allowed the limb to fully regenerate and then re-amputated it (Fig. 5e and Extended Data Fig. 10f). In a second set of experiments, SAG treatment of blastema cells in the second round of amputation resulted in ectopic *Shh* expression (Extended Data Fig. 10g). In all, we conclude that transient Shh signalling is sufficient to posteriorize positional memory in anterior blastema cells.

## Discussion

How cells recall positional information to regenerate missing tissue is a long-standing question. Few studies have investigated changes to positional memory, in which positional information is rewritten in a way that that affects successive rounds of regeneration^43^. Here, we identified a genetic circuit that maintains posterior identity in the axolotl limb and alters positional memory when triggered in anterior blastema cells. Positive feedback between Hand2 and Shh, which sustains itself after a trigger, provides a molecular explanation for stable positional memory. It also explains why it is easy to posteriorize anterior cells but difficult to anteriorize posterior cells: anterior cells readily activate the loop following a Shh trigger, whereas posterior cells cannot disengage. This posterior dominance bears parallels with the posterior prevalence of Hox genes during limb development, in which posterior Hox proteins exert more-dominant effects than do anterior Hox proteins. The 5′ Hox genes probably interact with *Hand2* to regulate *Shh* during regeneration, similar to during development. Indeed, Hox genes are differentially expressed in our RNA-seq data, and we found that *Hand2* induces *Hoxd13* (Extended Data Fig. 4a,b and Supplementary Table 5). 

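In the dermal libraries, 4 Hox genes carry a symbol in Supplementary Tables 1 and 2. Besides *Hoxd13*, the posterior one was *Hoxa13* (AMEX60DD021953), with 92 and 81 counts in the anterior libraries and 361, 361 and 495 in the posterior libraries. Its log2 fold change of 1.98 (standard error 0.46) did not pass a false-discovery rate of 0.01 (adjusted p = 0.14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The anterior ones were *Hoxc10* and *Hoxc6*, which have consecutive identifiers. *Hoxc10* (AMEX60DD029496) had 400 and 494 counts in the anterior libraries and 0, 1 and 0 in the posterior libraries. *Hoxc10* was at least 177-fold lower in posterior cells if reads are independent (adjusted p = 0.000893 in the same test). It passed in the alternatives set beforehand that kept all 5 libraries, except limma-voom (adjusted p = 0.0686, against a range of 8.03e-22 to 0.0686 over those alternatives), and in none of the fits that left out a posterior library. *Hoxc6* (AMEX60DD029497) was at 12.5 ± 0.207 CPM (SD, n = 2) in anterior and 1.41 ± 0.812 CPM (SD, n = 3) in posterior cells, a log2 fold change of -3.15 (standard error 0.5, adjusted p = 0.0211). With the replicate number as a block, *Hoxc6* passed (adjusted p = 0.000537, against a range of 3.2e-08 to 0.179 over the alternatives set beforehand, those that left out a library included). The block fit takes its difference from replicates 1 and 2, since posterior replicate 3 has no anterior partner. *Hoxc6* had 61, 50 and 126 counts in the posterior libraries, the highest in replicate 3. Whether the anterior and posterior pieces were taken at one proximodistal level was not tested, since 12.5% of a list of proximal limb genes could be matched to an identifier. The effect of *Hand2* on *Hoxd13* was not analysed here.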

*Shh* activation during limb development involves multiple transcriptional inputs. Genetic analyses in mouse and chick uncovered numerous transcription factors (including PBX1/PBX2, GLI3 and TBX3) acting with *Hand2* and 5′ *Hox* required for posterior *Shh* expression^42,44–46^, although precisely how such factors place the SHH domain remains elusive^47^. Moreover, the BMP inhibitor Grem1 acts as a relay to balance posterior SHH and BMP activity with FGF expression, outgrowth and termination of limb development^48–51^. Understanding how robust positional memory is achieved will require analysis of anterior–posterior chromatin accessibility, transcription factor binding and modelling of multiple feedback loops between signalling pathways beyond Hand2 and Shh.

We showed that *Shh* can posteriorize positional memory in blastema cells, but not in uninjured cells. Similar conclusions have been drawn for proximalization using retinoic acid^52^. Explaining why blastema cells can alter their positional memory, whereas uninjured cells are fixed, is an important next step. Our conclusion that *Shh* can change positional memory differs from that of a previous study that used iterative ALM and morphogenetic read-outs^1^. That study lacked transgenic axolotls for tracking anterior–posterior identity, making it difficult to locate reprogrammed cells. It has been suggested that ventral cells can dorsalize during regeneration, although specific lineage tracing is lacking^10^. It will be interesting to test whether dorsal dominance exists in the dorsal–ventral axis.

Our results provide evolutionary insights into limb ontogenesis. We found that the *Shh* lineage is more widespread in axolotl limbs than in mouse^53^ (Extended Data Fig. 3a). This probably stems from the more-proximal location of *Shh* cells during axolotl development and could explain why the mutant limb phenotype is more severe in axolotls than in mice^24,40,54,55^. We showed that uniformly expressing *Hand2* ablated positional discontinuity and prevented limb outgrowth, possibly owing to the unique configuration of anterior–posterior discontinuity in salamanders. Interestingly, *Hand2* was previously implicated in posterior identity in the zebrafish pectoral fin, although *Hand2* was not coupled to *Shh* in this system and memory effects were not assayed^35^. If *Hand2* memory cells exist in humans, it would be exciting to trigger these to express *Shh*. A *Hox* memory code has been described in the mouse limb^56–58^ and in adult human body tissues^4,59^.

We propose a model for propagating positional memory through limb regeneration (Fig. 5f). 

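In uninjured dermal connective tissue cells, *Hand2* in posterior cells was more abundant than 96.2% of the 20875 genes tested, whose median in posterior cells was 4.46 CPM. In the position where each was higher, *Jun* (2180 CPM), *Snai2* (245 CPM), *Tcf4* (170 CPM) and *Zfhx4* (149 CPM) had a higher mean level than *Hand2*, although that of *Zfhx4* differed by less than the SD between the *Hand2* libraries. *Alx1* lay above 93.8% of the genes, *Tbx2* above 84.0%, *Lhx2* above 82.8%, *Lhx9* above 72.8% and *Hoxd13* above 72.2%. Over all 24 spatial transcription factors with an identifier, the mean level in the higher position was lowest at 1.74 CPM and had a median of 31.0 CPM. *Hand2* was also detected in each anterior library. These levels are means over pools of sorted cells and do not separate the level per cell from the share of cells that express a gene. No amputated limb is among these libraries, so that the level was not compared with that after amputation.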

At steady state, anterior and posterior cells have fixed positional memories primed by low-level expression of spatial transcription factors including Hand2. Hand2 levels rise after amputation and induce Shh in a subset of posterior cells. Shh signalling stimulates nearby blastema cells, which have flexible positional identity, to acquire a posterior memory (including *Hand2*). Anterior blastema cells experiencing Shh are reprogrammed into posterior memory cells (Extended Data Fig. 10h–j). As regeneration finishes, *Hand2* expression declines but is retained posteriorly, whereas *Shh* is extinguished. An unexpected outcome of this model is posterior dominance. It will be important to determine how excessive posteriorization is avoided during regeneration.

## Methods

### Ethics oversight

All animal experiments were approved by the Magistrate of Vienna (Genetically Modified Organism Office and MA58, City of Vienna, Austria), under licences GZ: 51072/2019/16, GZ: MA58-1432587-2022-12 and GZ: MA58-1516101-2023-21.

### Axolotl husbandry

Axolotls (*A. mexicanum*) were raised in individual aquaria in Vienna tap water. Axolotl matings were performed by the animal-care team at the IMP. Axolotl surgery, live imaging and tissue collection were performed under anaesthesia in 0.015% benzocaine (Merck, E-1501) diluted with Vienna tap water, using the benzocaine preparation described previously^60^. All limb amputations were performed through the middle of the lower arm (zeugopod), unless indicated otherwise. Axolotl sizes are reported in centimetres, measured from snout to tail. Axolotls up to 16 cm in length were used in experiments (an age of approximately 8 months). Axolotls were randomly allocated into experimental or control groups and housed under identical conditions, except in experiments in which the control assay was performed on one limb and the experimental perturbation on the other limb of the same axolotl. Experiments were not blinded, except to the sex of the animals.

### Axolotl genome and transcriptome reference

We used genome assembly AmexG_v6.0-DD and transcriptome assembly AmexT_v47 (ref. ^61^).

### Isolation of anterior and posterior dermal cells

Axolotl embryos of genotype tgSceI(Mmu.*Prrx1:TFPnls-T2A-ERT2-Cre-ERT2; Caggs:loxP-GFP-loxP-mCherry*)^Etnka^ were treated with 4-OHT (Merck, H7904) as described^62^ to permanently label connective tissue cells with mCherry, then raised individually until 12 cm long. Skin (containing dermal connective tissue cells) was removed from the lower arms (zeugopods) and then dissected into anterior and posterior halves, leaving a gap between them. We prepared two replicates for anterior and three for posterior, with each replicate deriving from eight axolotls (16 lower arms). Anterior and posterior samples were dissociated into single-cell suspensions using Liberase TM enzyme (Merck, 5401119001) as described^63^, with the following modifications: enzymatic digestion was done for 50 min and the cells were filtered through a 50-μm Filcon filter (BD Biosciences, 340630). The mCherry-positive cells were purified from each replicate by FACS (FACSAria III Cell Sorter, BD Biosciences) using a 100-μm low-pressure nozzle and collected into separate tubes of cold amphibian culture medium^64^. Each replicate was pelleted at 300 × *g* for 4 min at 4 °C, then resuspended in 500 μl TRIzol reagent (Thermo Fisher Scientific, 15596026). RNA was extracted according to the manufacturer’s protocol and stored at −70 °C until required.

### QuantSeq library preparation and RNA sequencing

Libraries for dermal-cell RNA sequencing were prepared using QuantSeq 3′ mRNA-Seq Library Prep Kit FWD (Lexogen) with 20.25 ng of input RNA per sample. Input was 4.5 μl of input RNA plus 0.5 μl of ERCC RNA Spike-In Mix (Thermo Fisher Scientific, 4456740) pre-diluted 1:10,000 in water. Samples were multiplexed for sequencing, using i7 indices 7023 (CACACT, anterior replicate 1), 7025 (TTTATG, anterior replicate 2), 7022 (GGAGGT, posterior replicate 1), 7024 (CCGCAA, posterior replicate 2) and 7026 (AACGCC, posterior replicate 3). Each replicate was sequenced to a depth of 120 M reads, in SE 100 mode, distributed over 3 lanes of a HiSeq 2500 with v4 chemistry (Illumina). Sequencing was performed by the Next Generation Sequencing Facility at the Vienna BioCenter Core Facilities (VBCF), a member of the Vienna BioCenter (VBC), Austria. Dermal-cell RNA sequencing data have been deposited with the Gene Expression Omnibus (GEO) with accession number GSE243137.

### Gene expression analysis

Adaptor sequences were trimmed from the raw sequencing reads using Trimmomatic (v.0.39)^65^, with parameters ILLUMINACLIP:Adapters.fa:2:30:7 SLIDINGWINDOW:4:20 MINLEN:40 in single-end mode. Trimmed sequenced reads were mapped to axolotl genome AmexG_v6.0-DD with HISAT2 (ref. ^66^), with parameters –no-unal –summary-file Output.log -k 5 –very-sensitive -x DBGenome -U Reads.fq.gz > Alignment.sam. We used featureCounts^67^ to generate a read counts table. Differential expression analysis was performed on two anterior replicates and three posterior replicates using R v.4.1.2 and DESeq2 (ref. ^68^) v.1.34.0 with an FDR cutoff of *P* < 0.01. Volcano plots were generated using ggplot2 v.3.3.6 (ref. ^69^). Heatmaps were generated using the pheatmap package v.1.0.12 (R. Kolde). Gene Ontology analysis was done using the topGO package v.2.46.0 (Alexa A, Rahnenfuhrer J) using parameters ontology = “BP”, geneSelectionFun = topDiffGenes, annot = annFUN.org, mapping = “org.Hs.eg.db”. To calculate significant Gene Ontology terms, Fisher’s exact test was used with the “elim” algorithm. To enable interpretation of the differential expression results, we generated a custom gene nomenclature derived from the AmexT_v47 transcriptome. We concatenated each axolotl gene identifier with the gene symbol for the direct human homologue where available or, if not available, the closest homologue from the NCBI non-redundant database.

### Axolotl transgenesis

Plasmids for axolotl transgenesis were assembled by Gibson Assembly, amplified using Plasmid Maxi Kits (Qiagen, 12163) and verified by Sanger sequencing before egg injection. One-cell-stage axolotl eggs were surface sterilized twice for 5 min with about 0.004% sodium hypochlorite solution (Honeywell, 71696) diluted with Vienna tap water, then washed well with fresh tap water. The following steps were performed as described in ref. ^60^. Eggs were de-jellied using sharp forceps in 20% Ficoll (Merck, GE17-300-05)/1X MMR/Pen-Strep (Merck, P0781) solution, then held in 10% Ficoll/1X MMR/Pen-Strep solution until microinjection. For microinjections, borosilicate glass capillary needles with filament (Harvard Apparatus, GC100F-15) were pulled using a Flaming/Brown Micropipette Puller P-97 (Sutter Instrument) with settings *P* = 500, heat = 530 (Ramp test + 30), pull = 100, velocity = 120, time = 150. Then 5 nl of the appropriate injection mix was injected into each de-jellied egg, delivered in two 2.5-nl shots. Egg injections were performed using an Olympus SZX10 microscope using a PV830 pneumatic Picopump (World Precision Instruments) with settings vacuum eject, regulator 25, range 100 ms, timed, duration 10-0. Injected eggs were transferred to 5% Ficoll/0.1× MMR/Pen-Strep solution overnight. The next morning, healthy eggs were transferred to individual wells of a 24-well multiwell plate (Thermo Fisher Scientific, 142475) filled with 0.1× MMR/Pen-Strep solution. Embryos were screened for fluorescent transgene expression at embryo stage 42 using an AXIOzoom V16 widefield microscope (Zeiss). Axolotl lines are named according to the convention established in ref. ^70^.

The following axolotl lines were generated by random insertion I-SceI meganuclease-mediated transgenesis: ZRS>TFP (tgSceI(*ZRS:TFPnls-T2A-ERT2-Cre-ERT2*)^Etnka^); *Prrx1*>mCherry (tgSceI(*Mmu.Prrx1:mCherry*)^Etnka^); and *Prrx1*>mCherry–Hand2 (tgSceI(*Mmu.Prrx1:mCherry-Hand2*)^Etnka^), which expresses an mCherry–Hand2 fusion protein. The injection mix was prepared according to ref. ^71^: transgene plasmid 1 μg, I-SceI enzyme (NEB R0694) 5 units, CutSmart buffer (NEB) 1×, water to 10 μl. In *Prrx1*>mCherry–Hand2, we fused mCherry to the amino terminus of Hand2, connected by a glycine–serine-rich linker of the sequence SGGGGSGGGGS. In ZRS>TFP, the following CMV minimal promoter was used:

>CMV minimal promoter (56 bp)

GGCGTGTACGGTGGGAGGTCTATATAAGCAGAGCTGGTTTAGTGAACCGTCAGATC

The following axolotl lines were generated by NHEJ-mediated CRISPR/Cas9 knock-in: *Hand2*:EGFP (tm(*Hand2*^*t*/*+*^*:Hand2-T2A-EGFP*)^Etnka^); *Hand2* lineage tracer (tm(*Hand2*^*t*/*+*^*:Hand2-P2A-EGFP-T2A-ERT2-Cre-ERT2*)^Etnka^); and *Alx4*:mCherry (tm(*Alx4*^*t*/*+*^*:Alx4-T2A-mCherry*)^Etnka^). We followed the protocol in ref. ^72^, using the following injection mix: Cas9-NLS protein, 5 μg; gRNA, 4 μg; targeting construct, 0.5 μg; Cas9 buffer 1×; water to 10 μl. Cas9-NLS protein and buffer were synthesized by the Vienna Biocenter Core Facilities.

The following transgenic axolotls were published previously: tgSceI(*Caggs:loxP-GFP-dead(Stop)-loxP-mCherry*)^Etnka^ (ref. ^9^), tgSceI(*Caggs:loxP-GFP-loxP-mCherry*)^Etnka^ (ref. ^62^), tgSceI(Mmu.*Prrx1:TFPnls-T2A-ERT2-Cre-ERT2*)^Etnka^ (ref. ^62^).

### Further details on generating 3′ knock-in axolotls

We generated and characterized efficient sgRNAs targeting the last intron of *Hand2* or *Alx4* following the protocol in (ref. ^72^). The sgRNAs were produced by assembly and in vitro transcription of a synthesized DNA template. The following forward oligos, harbouring the sgRNA target sequence in the *Hand2/Alx4* intron (lower case) plus T7 promoter (underlined), were at 100 μM concentration (Merck). They were PCR amplified with the universal oligo_reverse, also at 100 μM, then purified to generate DNA templates for in vitro transcription:

>*Hand2* sgRNA oligo_forward

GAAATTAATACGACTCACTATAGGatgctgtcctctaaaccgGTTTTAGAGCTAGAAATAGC

>*Alx4* sgRNA oligo_forward

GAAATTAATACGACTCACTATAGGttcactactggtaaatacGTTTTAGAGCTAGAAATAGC

>Universal oligo_reverse

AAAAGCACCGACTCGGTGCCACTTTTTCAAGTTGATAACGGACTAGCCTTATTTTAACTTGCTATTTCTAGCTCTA AAAC

In vitro transcription was performed using a MEGAscript T7 transcription kit (Thermo Fisher Scientific, AM1334) and 500 ng of purified template in a 20-μl reaction. The transcription reaction was done overnight at 37 °C. The DNA template was removed by adding 1 μl TURBO DNase (Thermo Fisher Scientific, AM2238) for 15 min. RNA was purified by LiCl precipitation. Purified sgRNA was re-suspended in water at a concentration of 1 μg μl^−1^ and stored at −70 °C.

Knock-in constructs were generated by PCR amplification and Gibson assembly of the following components: around 400 bp of the last intron (harbouring the sgRNA target sequence) plus the complete last exon of *Hand2/Alx4* minus the stop codon; the transgenes to be knocked in (for example, T2A-EGFP) plus a stop codon; and poly(A) sequence from SV40 (*Hand2* knock-ins) or rabbit β-globin (*Alx4* knock-in).

>*Hand2* last intron plus last exon minus stop codon (650 bp)

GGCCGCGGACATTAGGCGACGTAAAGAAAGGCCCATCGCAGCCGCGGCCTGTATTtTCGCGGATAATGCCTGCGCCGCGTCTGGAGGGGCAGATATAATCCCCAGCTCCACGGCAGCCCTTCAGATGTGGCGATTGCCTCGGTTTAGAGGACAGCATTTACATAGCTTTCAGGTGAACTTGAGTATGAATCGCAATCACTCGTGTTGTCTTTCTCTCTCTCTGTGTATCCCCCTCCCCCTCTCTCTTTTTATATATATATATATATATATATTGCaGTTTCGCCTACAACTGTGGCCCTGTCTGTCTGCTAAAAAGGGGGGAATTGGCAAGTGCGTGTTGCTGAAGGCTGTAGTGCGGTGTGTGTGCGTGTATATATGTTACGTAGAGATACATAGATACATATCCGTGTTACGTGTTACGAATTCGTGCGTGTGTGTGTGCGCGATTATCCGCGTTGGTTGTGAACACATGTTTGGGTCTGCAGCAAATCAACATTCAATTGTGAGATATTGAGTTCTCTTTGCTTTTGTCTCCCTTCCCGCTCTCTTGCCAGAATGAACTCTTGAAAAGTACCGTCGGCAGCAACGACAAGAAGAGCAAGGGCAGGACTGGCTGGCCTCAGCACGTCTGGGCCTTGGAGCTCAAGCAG

>*Alx4* last intron plus last exon minus stop codon (679 bp)

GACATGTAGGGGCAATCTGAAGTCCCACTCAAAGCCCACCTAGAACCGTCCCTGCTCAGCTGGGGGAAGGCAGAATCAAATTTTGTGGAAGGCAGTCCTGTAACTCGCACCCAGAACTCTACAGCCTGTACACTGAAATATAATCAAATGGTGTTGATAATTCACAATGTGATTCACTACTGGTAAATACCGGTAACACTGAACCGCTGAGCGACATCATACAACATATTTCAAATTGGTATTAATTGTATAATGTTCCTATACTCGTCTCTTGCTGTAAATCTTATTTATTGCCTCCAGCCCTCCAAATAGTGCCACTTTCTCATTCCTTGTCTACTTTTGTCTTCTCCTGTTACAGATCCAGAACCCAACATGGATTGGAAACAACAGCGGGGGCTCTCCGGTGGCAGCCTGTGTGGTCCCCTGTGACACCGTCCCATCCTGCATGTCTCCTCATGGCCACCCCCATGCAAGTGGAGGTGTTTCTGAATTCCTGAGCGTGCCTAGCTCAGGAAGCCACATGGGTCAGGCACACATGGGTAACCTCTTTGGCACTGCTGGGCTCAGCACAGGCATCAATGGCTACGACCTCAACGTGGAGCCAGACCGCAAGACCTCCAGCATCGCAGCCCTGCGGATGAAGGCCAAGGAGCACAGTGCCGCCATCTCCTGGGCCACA

### Codon alteration

The following sequences were codon-altered to enable them to be distinguished from endogenously expressed mRNA: axolotl *Hand2* in *Prrx1*>mCherry–Hand2 and axolotl *Shh* in BV-*Shh* baculovirus. An axolotl codon usage table was generated using the first transcript isoform from each gene annotated in axolotl transcriptome assembly AmexT_v47. Optimizer (http://genomes.urv.es/OPTIMIZER/)^73^ was used with the method ‘guided random’ to alter codons while still reflecting axolotl codon usage.

>Codon-altered axolotl *Hand2* ORF (645 bp)

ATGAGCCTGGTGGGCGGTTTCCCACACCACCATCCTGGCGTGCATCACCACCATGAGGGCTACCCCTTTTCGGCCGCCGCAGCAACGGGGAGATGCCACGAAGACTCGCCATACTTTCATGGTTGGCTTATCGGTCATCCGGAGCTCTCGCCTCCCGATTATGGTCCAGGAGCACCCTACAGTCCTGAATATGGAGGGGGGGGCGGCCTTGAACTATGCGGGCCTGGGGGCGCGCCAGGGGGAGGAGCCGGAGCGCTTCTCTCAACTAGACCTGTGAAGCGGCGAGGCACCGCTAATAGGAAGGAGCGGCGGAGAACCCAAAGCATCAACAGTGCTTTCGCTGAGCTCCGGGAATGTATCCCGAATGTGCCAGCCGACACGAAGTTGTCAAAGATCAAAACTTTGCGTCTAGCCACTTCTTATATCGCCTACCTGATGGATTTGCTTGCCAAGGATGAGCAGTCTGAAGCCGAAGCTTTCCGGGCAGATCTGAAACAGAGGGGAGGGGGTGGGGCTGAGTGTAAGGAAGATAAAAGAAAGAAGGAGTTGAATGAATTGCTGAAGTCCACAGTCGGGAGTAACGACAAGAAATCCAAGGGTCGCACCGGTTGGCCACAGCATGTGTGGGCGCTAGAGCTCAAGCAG

>Codon-altered axolotl *Shh* ORF (1,269 bp)

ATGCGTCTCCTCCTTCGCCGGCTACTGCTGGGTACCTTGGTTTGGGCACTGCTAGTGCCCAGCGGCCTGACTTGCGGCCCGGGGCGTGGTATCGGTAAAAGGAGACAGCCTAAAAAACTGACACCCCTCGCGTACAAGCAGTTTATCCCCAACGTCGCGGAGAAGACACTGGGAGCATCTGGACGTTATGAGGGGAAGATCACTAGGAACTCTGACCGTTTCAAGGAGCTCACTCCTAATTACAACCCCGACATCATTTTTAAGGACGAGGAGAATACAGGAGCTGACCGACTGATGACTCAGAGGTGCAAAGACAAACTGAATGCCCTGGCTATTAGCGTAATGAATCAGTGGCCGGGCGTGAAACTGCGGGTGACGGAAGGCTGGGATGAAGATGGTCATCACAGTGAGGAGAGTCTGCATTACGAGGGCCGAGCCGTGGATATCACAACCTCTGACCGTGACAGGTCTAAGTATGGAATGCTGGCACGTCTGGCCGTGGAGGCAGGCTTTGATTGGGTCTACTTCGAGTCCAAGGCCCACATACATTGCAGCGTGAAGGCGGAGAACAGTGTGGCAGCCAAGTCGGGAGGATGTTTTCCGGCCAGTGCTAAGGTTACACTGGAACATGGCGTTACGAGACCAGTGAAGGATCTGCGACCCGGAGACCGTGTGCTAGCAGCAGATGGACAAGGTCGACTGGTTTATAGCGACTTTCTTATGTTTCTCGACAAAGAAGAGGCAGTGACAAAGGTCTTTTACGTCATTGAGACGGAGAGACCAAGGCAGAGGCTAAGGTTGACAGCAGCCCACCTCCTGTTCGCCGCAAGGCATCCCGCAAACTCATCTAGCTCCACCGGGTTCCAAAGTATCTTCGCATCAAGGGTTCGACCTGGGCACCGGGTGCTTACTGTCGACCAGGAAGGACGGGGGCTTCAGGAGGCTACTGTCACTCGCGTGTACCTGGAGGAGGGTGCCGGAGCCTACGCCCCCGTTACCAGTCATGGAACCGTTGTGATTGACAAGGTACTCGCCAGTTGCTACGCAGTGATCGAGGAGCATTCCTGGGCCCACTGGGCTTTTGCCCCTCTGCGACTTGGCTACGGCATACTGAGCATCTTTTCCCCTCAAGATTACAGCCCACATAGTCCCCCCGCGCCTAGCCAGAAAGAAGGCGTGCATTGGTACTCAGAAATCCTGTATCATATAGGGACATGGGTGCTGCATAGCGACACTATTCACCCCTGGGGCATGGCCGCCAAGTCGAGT

### Generation of *Hand2* CRISPant axolotls

To generate *Hand2* CRISPants lacking a translational start, the following mix was microinjected into fertilized one-cell-stage eggs, following the protocol in ref. ^72^: Cas9-NLS protein, 5 μg; sgRNA1, 2 μg; sgRNA2, 2 μg; Cas9 buffer 1×; water to 10 μl. The target sequences for sgRNA1 and sgRNA2 flank the *Hand2* translational start. The control mix contained all these components except the sgRNAs. The sgRNA1 and sgRNA2 were produced by in vitro transcription using the PCR-based strategy described above.

>*Hand2* CRISPant sgRNA1 target

GCGGCCCCTGGGAGGCCC

>*Hand2* CRISPant sgRNA 2 target

ACCCCAGGGTGGTGGTGA

To assess whether *Hand2* CRISPants lose *Hand2* expression, an sgRNA1/sgRNA2 mix was injected into the left or right blastomeres of four-cell-stage *Hand2*:EGFP eggs. In this manner, half of the animal acts as an internal control (EGFP is not affected) and the other half acts as the test (to test whether EGFP is reduced). We chose to inject four-cell-stage eggs rather than two-cell-stage eggs because the latter have incomplete cell cleavage, which leads to the risk of sgRNAs leaking into the opposite half of the egg. Each injected blastomere received half the dose of the regular egg injection. EGFP fluorescence was measured when the larger of the two limb buds reached stage 46/47. Control animals were injected with the control mix lacking the sgRNAs. *Hand2*:EGFP intensity in the brighter limb bud was divided by the intensity in the dimmer limb bud to yield a fluorescence ratio.

To generate *Hand2* M146 CRISPants targeting sequences close to M146, the following sgRNAs were injected individually instead. M146 sgRNAs were produced by in vitro transcription using the PCR-based strategy described above.

>*Hand2* M146 sgRNA1 target

CCTACCTCATGGACCTGC

>*Hand2* M146 sgRNA2 target

TCATGGACCTGCTGGCCA

>*Hand2* M146 sgRNA3 target

CCAAGGACGAGCAGAGCG

### Estimation of indel frequency in *Hand2* CRISPants

Genomic DNA was individually extracted from *Hand2* CRISPant or control sibling limbs. Amputations were performed through the middle of the lower arm and each off-cut was placed in 50 μl of 50 mM NaOH. Collected tissue was heated to 95 °C for 12 min, then cooled to 4 °C in a thermocycler. Next, 5 μl of 1 M Tris, pH8 was added, then the extracted DNA was stored at 4 °C until genotyping. For genotyping, 1 μl of extracted DNA was PCR amplified using KAPA HiFi HotStart ReadyMix (Roche 07958927001) and primers that generate a roughly 750 bp amplicon surrounding the *Hand2* translational start. Then 30 ng of PCR-amplified and purified DNA was Sanger sequenced using *Hand2*_sequencing primer at the IMP/IMBA Molecular Biology Service. The indel frequency was estimated from the Sanger-sequencing results using the ICE Analysis Tool (Synthego, https://ice.synthego.com/).

>*Hand2*_genotyping_F

GAAGTAGCAGGGATGGACGAG

>*Hand2*_genotyping_R

AAGGCGCTGTTGATGCTCT

>*Hand2*_sequencing

CACAGGCCAGGACTTCAAGAA

### 3-Primer genotyping strategy to identify *Hand2*^*Δ64*^ mutants

Genomic DNA was extracted individually from tail clips as described above in the section above. PCR amplification was performed with the following 3-primer mix and KAPA2G Fast HotStart Genotyping mix (Roche 2GFHSGKB). The PCR reaction produces a roughly 752 bp amplicon as a positive control and also a 431 bp amplicon if the *Hand* translational start is intact. Homozygous *Hand2*^*Δ64*^ mutants fail to amplify a 431 bp amplicon but amplify the larger amplicon.

>*Hand2*_genotyping_F

GAAGTAGCAGGGATGGACGAG

>*Hand2*_genotyping_R

AAGGCGCTGTTGATGCTCT

>*Hand2*_genotyping_R2

CCCCCCACCAAGCTCATG

### Determination of axolotl ZRS enhancer

The axolotl ZRS enhancer was determined by multiple species alignment of the following genome sequences using mVISTA^74^ and PipMaker^75^:

axolotl (*A. mexicanum*) assembly, AmexG_v6.0-DD chr2p:694366863-694689506;

human (*Homo sapiens*) assembly, hg38 chr7:156769228-156790956;

mouse (*M. musculus*) assembly, mm10 chr5:29292950-29323801;

chick (*G. gallus*) assembly, Gal6 chr2:8538956-8559114;

fugu (*Takifugu rubripes*) assembly, fr3 chr10:5739579-5747090.

>Axolotl ZRS enhancer, AmexG_v6.0-DD chr2p:694613160-694613980 (821 bp)

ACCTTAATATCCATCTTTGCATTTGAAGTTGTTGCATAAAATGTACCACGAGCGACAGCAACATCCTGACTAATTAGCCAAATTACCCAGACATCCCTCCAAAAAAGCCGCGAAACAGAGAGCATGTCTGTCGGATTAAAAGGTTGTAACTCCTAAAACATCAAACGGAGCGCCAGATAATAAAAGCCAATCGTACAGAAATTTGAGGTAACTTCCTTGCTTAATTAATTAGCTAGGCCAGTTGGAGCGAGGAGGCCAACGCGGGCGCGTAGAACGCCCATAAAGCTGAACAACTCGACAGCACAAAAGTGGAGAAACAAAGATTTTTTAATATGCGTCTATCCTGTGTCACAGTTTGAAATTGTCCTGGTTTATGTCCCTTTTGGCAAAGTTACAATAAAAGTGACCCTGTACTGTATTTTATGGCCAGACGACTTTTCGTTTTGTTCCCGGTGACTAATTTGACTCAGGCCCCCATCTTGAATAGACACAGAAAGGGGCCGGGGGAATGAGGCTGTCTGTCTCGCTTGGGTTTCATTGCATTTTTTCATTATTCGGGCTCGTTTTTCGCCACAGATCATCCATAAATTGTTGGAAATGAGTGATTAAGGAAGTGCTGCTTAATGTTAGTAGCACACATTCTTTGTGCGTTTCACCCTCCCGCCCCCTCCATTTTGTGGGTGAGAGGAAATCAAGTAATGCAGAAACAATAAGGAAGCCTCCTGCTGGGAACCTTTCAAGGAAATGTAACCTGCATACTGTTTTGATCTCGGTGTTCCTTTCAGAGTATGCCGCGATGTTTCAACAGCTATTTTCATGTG

### Genetic lineage tracing (ZRS/*Hand2*)

For lineage tracing, either ZRS>TFP axolotls or *Hand2* lineage-tracing axolotls were mated with *loxP*–mCherry fate-mapping axolotl of genotype tgSceI(*Caggs:loxP-GFP-dead(Stop)-loxP-mCherry*)^Etnka^ (ref. ^9^). To induce Cre–*loxP* recombination during development, stage-42 ZRS or *Hand2* lineage-tracing embryos were bathed overnight in the dark in 500 ml of 2 μM 4-OHT, as described in the water-based method of ref. ^60^. We calculated the overlap between embryonic *Shh* cells (mCherry^+^) and regeneration *Shh* expression (TFP^+^) using wide-field microscopy. To induce Cre–*loxP* recombination in *Hand2* cells of the mature limb, 7-cm axolotls were bathed individually and overnight in the dark in 100 ml of 5 μM 4-OHT. After treatment, the axolotls were transferred to tap water and allowed to recover for one week. The same 5 μM 4-OHT treatment and one week recovery was repeated twice more, for a total of three treatments. Animals were screened for Cre–*loxP* recombination and mCherry expression using an AXIOzoom V16 wide-field microscope (Zeiss). Regeneration experiments on ZRS>TFP lineage tracings were performed on 11-cm axolotls. Regeneration experiments on *Hand2* lineage tracings were performed on 6-cm axolotls.

### Quantification of ZRS>TFP fluorescence

An integrated fluorescence score was calculated for each *Hand2* CRISPant limb bud (mean TFP intensity × area), then normalized to the mean of the control cohort (set to 1). Quantifications were performed on stage-42 limb buds imaged using wide-field microscopy.

### Assessment of leaky mCherry expression

ZRS/*Hand2* lineage tracing animals were generated as described above and genotyped individually to ensure that they carried both Cre and *loxP*-*Stop*-*loxP*-mCherry genetic cassettes. Primers used for genotyping were:

>Cre_Fw

ATCCGAAAAGAAAACGTTGA

>Cre_Rv

ATCCAGGTTACGGATATAGT

>Cherry_Fw

GGATAACATGGCCATCATCAAGGAGTTC

>Cherry_Rv

GTCTTGACCTCAGCGTCGTAGTG

Half of the animals were treated at limb-bud stage 42 with 2 μM 4-OHT overnight to induce recombination and mCherry labelling. The other half were left untreated, to assess for nonspecific mCherry expression (leakiness). When the animals reached 6 cm, their limbs were removed, dissociated with Liberase TM enzyme (see the section ‘Quantifying *Hand2*:EGFP expression during regeneration’ below) and analysed for mCherry fluorescence using a flow cytometer, a 100-μm low-pressure nozzle and FLOWJO software (BD Biosciences). Untreated and treated samples were analysed in the same session. At least 130,000 events were recorded for each sample.

### Surgical depletion of embryonic *Shh* cells

ZRS lineage-traced axolotls were prepared by treating stage-42 embryos with 2 μM 4-OHT, as described in the section ‘Genetic lineage tracing (ZRS/*Hand2*)’, above. At an axolotl size of 6 cm, the left arm of each axolotl was depleted for ZRS-lineage cells by using microscissors to excise tissue posterior to the ulna in the lower arm. Successful depletion was confirmed by imaging loss of mCherry fluorescence using an AXIOzoom V16 wide-field microscope (Zeiss). The right arm of each animal was treated as a control and depleted for an equivalent amount of tissue anterior to the radius instead. Two days after surgery, each arm was amputated through the distal part of the lower arm, distal to the depleted region. Images were acquired every few days after amputation to assess the onset of ZRS>TFP expression in depleted versus control limbs. The mCherry depletion efficiency was estimated by comparing the area of mCherry-positive tissue in the blastema in wide-field images acquired from control and depleted animals.

### Tissue preparation, staining and imaging

Samples were fixed overnight in 4% paraformaldehyde, pH 7.4, at 6 °C. The next morning, samples were washed well with cold PBS then equilibrated with the following solutions at 6 °C for one overnight each: 20% sucrose/PBS; 30% sucrose/PBS; and a 1:1 mix of 30% sucrose/PBS and Tissue-Tek O.C.T. compound (Sakura). Samples were mounted in Tissue-Tek O.C.T. compound, frozen on dry ice and stored at −70 C until sectioning. Cryosections of 16 μm thickness were prepared using a Cryostar NX70 (Thermo Fisher Scientific) and collected on Superfrost Plus adhesion microscope slides (Epredia, J1800AMNZ). Slides were stored at −20 °C until required. For staining, slides were brought to room temperature then washed well with PBS to remove O.C.T. compound before proceeding to the following steps. For DAPI staining only, slides were incubated with DAPI 1:1,000 in PBS + 0.2% Triton X-100 for 1 h at room temperature, then washed well with PBS + 0.2% Triton X-100 before mounting. For staining with anti-Prrx1 or anti-Col1A1 antibody, slides were blocked for 30 min at room temperature with PBS + 0.2% Triton X-100 + 1% normal goat serum (NGS), then incubated overnight at 6 °C with rabbit anti-Prrx1 antibody^62^ diluted 1:500 in PBS + 0.2% Triton X-100 + 0.1% NGS or mouse anti-Col1A1 antibody (SP1.D8, DSHB) diluted 1:50 in PBS + 0.2% Triton X-100 + 0.1% NGS. The following day, slides were washed well with PBS + 0.2% Triton X-100 then incubated for 2 h at room temperature with Alexa 647-conjugated anti-rabbit (Invitrogen, A-21244) or anti-mouse (Invitrogen, A-21240) secondary antibody diluted 1:500 in PBS + 0.2% Triton X-100. Slides were washed well with PBS + 0.2% Triton X-100 before mounting. For HCR (hybridization chain reaction) in situ hybridization, slides were stained according to the HCR RNA-FISH protocol for fixed frozen tissue sections (Molecular Instruments), omitting post-fixation and Proteinase K treatment. Probe hybridization buffer, wash buffer and amplification buffer were from Molecular Instruments. Samples were mounted in Abberior Mount liquid antifade mounting media (Abberior) for imaging. Images were acquired with an LSM980 AxioObserver inverted confocal microscope with ZEN software (Zeiss), plus AiryScan 2 for HCR experiments only.

### Whole-mount sample preparation, staining and imaging

Samples were fixed overnight in 4% paraformaldehyde, pH 7.4, at 6 °C. The next morning, samples were washed well with cold PBS then dehydrated progressively through ice-cold 25% methanol/PBS, 50% methanol/PBS, 75% methanol/PBS and 100% methanol (30 min each). Samples were kept for one night in 100% methanol at −20 °C. The next day, samples were rehydrated progressively through ice-cold 75% methanol/PBS, 50% methanol/PBS, 25% methanol/PBS and PBS (30 min each). Samples were washed twice more with cold PBS then stained for *Shh* transcripts using the HCR RNA-FISH protocol for whole-mount zebrafish embryos and larvae (Molecular Instruments), starting at the section ‘Detection stage’. After completion of the HCR protocol, samples were stained overnight at 6 °C in DAPI 5 mg ml^−1^ (Sigma) diluted 1:1,000 in 5× SSC + 0.1% Tween 20. The next day, samples were washed well with 5× SSC + 0.1% Tween 20 then optically cleared overnight at room temperature on an aerial rotator in clearing-enhanced 3D (Ce3D) solution, refractive index 1.50, prepared as described previously^76^. Images were acquired in Ce3D solution using a LightSheet.Z1 microscope with ZEN software (Zeiss) and custom imaging chamber, as described^77^.

### HCR probe design and detection

HCR probes targeting axolotl *Shh* mRNA, probe hybridization buffer, wash buffer, detection hairpins and amplification buffer were from Molecular Instruments. Sequences unique to *Shh* mRNA were identified by BLAST alignment against axolotl transcriptome assembly Amex.T_v47 (ref. ^61^). Sequences were considered not unique if they exhibited homology to non-target transcripts at more than 36 of 50 nucleotides. *Shh* HCR signal was detected using B5 hairpins conjugated to Alexa-647 fluorophore. HCR probes targeting TFP mRNA were purchased at the 50-pmol scale from IDT (Integrated DNA Technologies, oPools), suspended in water and stored at −20 °C. TFP HCR signal was detected using B1 hairpins conjugated to Alexa-546 fluorophore.

### Quantifying *Hand2*:EGFP expression during regeneration

#### For whole-tissue measurements

Axolotls (4.5 cm) harbouring *Hand2*:EGFP were amputated through the middle of the lower arm and imaged throughout regeneration with identical acquisition settings using an AXIOzoom V16 wide-field microscope (Zeiss). Longitudinal imaging of 6 limbs was done on days 0, 2, 4, 7, 10, 15, 21, 28 and 39 after amputation. Mean EGFP fluorescence intensity was measured in Fiji software^78^ by manually drawing a region of interest in the EGFP-positive region of the blastema. At 0, 2 and 4 d.p.a., no or little blastema had formed, so measurements were instead taken at 500 μm behind the amputation plane. The 500-μm source zone for lower-arm regeneration was established in ref. ^79^.

#### For single-cell measurements

The *Hand2*:EGFP intensity of mature arm cells, 7 d.p.a. blastema cells and 14 d.p.a. blastema cells were compared by flow cytometry. Lower-arm tissue was removed from 6-cm *Hand2*:EGFP axolotls. The entire lower arm was removed for mature measurements. Blastemas were generated by amputating through the middle of the lower arm 7 or 14 days before flow cytometry. Tissues removed were then dissociated into single-cell suspensions using Liberase TM enzyme (Merck, 05401127001) as described previously^63^, with the following modifications: dissociation was done for 55 min (mature sample) or 45 min (blastema samples), and the cells were filtered through a 70-μm MACS SmartStrainer (Miltenyi Biotec, 130-098-462). Cells were analysed by FACS (using a FACSAria III Cell Sorter, BD Biosciences) with a 100-μm low-pressure nozzle. Mean fluorescence intensities were quantified using FLOWJO software (BD Biosciences).

### ALM

ALM experiments were performed on the upper arm of the axolotl, as described^80^. For *Hand2* CRISPant ALMs, donor axolotls (F_0_ *Hand2* CRISPant) were 9–10 cm in size and host axolotls (GFP-expressing controls) were 13–14 cm. Donor skin grafts (1 mm × 1 mm) were transplanted distal to the deviated nerve on host animals. Donor grafts were removed from *Hand2* CRISPants deemed to have a high mutation rate, as judged by regeneration of a hypomorphic spike after a previous lower-arm amputation. As controls, skin grafts were removed from sibling axolotls injected with Cas9 but no sgRNA. *Hand2* CRISPant ALM and control grafts were done on opposite arms of each host axolotl. Then, 58 days after surgery, ALMs were removed and fixed for skeletal staining using Alcian blue and Alizarin red. For *Hand2* M146 CRISPant ALMs, the procedures were similar, except that donor axolotls (F_0_ *Hand2* M146 CRISPants generated using sgRNAs 1–3, or sibling controls injected with control mix) were 7 cm in size and host axolotls (d/d) were also 7 cm. ALMs were analysed 27 days after grafting. *Hand2* misexpression ALMs were performed similarly. Donor axolotls (strong *Prrx1*>*Hand2*) were 5 cm and host axolotls (unlabelled controls) were 8 cm. As controls, skin grafts were removed from weak *Prrx1*>*Hand2* siblings. ALM formation was deemed to have been completed by 34 days after surgery.

### Alcian blue and Alizarin red staining

Skeletal staining of fixed accessory limbs was performed as described previously^81^. Stained limbs were imaged in 70% ethanol/water using an AxioCam ERc 5s colour camera (Carl Zeiss Microimaging) mounted on an Olympus SZX10 microscope. Alcian blue (A3157), Alizarin red (A5533) and Trypsin (85450C) were from Merck.

### Cell transplantation by injection of FACS-sorted cells

Upper and lower arms were removed from 4-cm double-reporter axolotls (*Alx4*:mCherry_*Hand2*:EGFP) and dissociated into single-cell suspensions using Liberase TM enzyme (Merck, 05401127001) as described^63^, with the following modifications: dissociation was done for 55 min and the cells were filtered through a 70-μm MACS SmartStrainer (Miltenyi Biotec, 130-098-462). Anterior cells (mCherry-positive plus EGFP-negative) or posterior cells (EGFP-positive) were purified by FACS (FACSAria III Cell Sorter, BD Biosciences) using a 100-μm low-pressure nozzle and collected into separate tubes of amphibian culture medium^64^. Pelleting and injection of FACS-sorted cells into the arms of 4-cm unlabelled sibling axolotls was done as described^63^, using a Nanoject II injector (Drummond Scientific Company). Anterior cells were injected into the posterior lower arm, whereas posterior cells were injected into the anterior lower arm. We injected 9,000 cells per experiment. Host arms were imaged 2 days after injection to confirm successful transplantation using an AXIOzoom V16 wide-field microscope (Zeiss). At 15 days, host arms were amputated distal to the transplant. Regenerating blastemas were imaged at 6, 8, 10, 15 and 26 d.p.a. until the limb was considered fully regenerated. At 26 d.p.a., a second amputation was done through the regenerated part of the limb to generate a second blastema and test whether cells had altered their positional memory. This second blastema was removed at 8 d.p.a. and fixed and processed for whole-mount HCR staining against *Shh* transcripts.

### Isolation of cells for RNA sequencing

#### For *Hand2*-misexpression experiments

We amputated 16-cm *Prrx1*>mCherry–Hand2 (test) or *Prrx1*>mCherry (control) axolotls through the mid-zeugopod. The animals also had ZRS>TFP in the genetic background, but this was not used in this experiment. We analysed *Prrx1*>mCherry–Hand2 limbs with weaker phenotypes, because strong misexpression resulted in no limb. At 14 d.p.a., the anterior part of each blastema was removed and dissociated into single cells using Liberase TM enzyme, as described above. We FACS-purified mCherry-positive cells into amphibian culture medium^64^ using one animal (two blastemas) per replicate. There were three replicates for *Hand2* misexpression blastemas and two replicates for mCherry controls.

#### For A→A and A→P cells

We took upper and lower arms from uninjured 7.5-cm double-reporter axolotls (*Alx4*:mCherry_*Hand2*:EGFP) and dissociated them into single cells using Liberase TM enzyme, as described above. We purified mCherry-positive, EGFP-negative anterior cells for injection. We did cell injections as described above. About 25,000 sorted events were injected into the anterior or posterior zeugopod of unlabelled, uninjured sibling animals. Two days after injection, limbs were amputated through the distal part of the graft to induce regeneration. After 47 days, the regenerated limb was re-amputated through the distal part of the graft to induce a second blastema. This second blastema was removed at 12 d.p.a. Blastemas were dissociated into single cells as described above and prepared for FACS. In A→A experiments, we purified mCherry-positive anterior cells regardless of EGFP expression. In A→P experiments, we purified EGFP-positive posterior cells regardless of mCherry expression. Cells were sorted into amphibian culture medium^64^. One injected arm was used per replicate. By the time of removal, animals were approximately the same size as those used for anterior and posterior cell isolation (below).

#### For anterior and posterior cells

We amputated 11-cm double-reporter axolotls (*Alx4*:mCherry_*Hand2*:EGFP) at the mid-zeugopod. At 15 d.p.a., whole blastemas were removed and dissociated into single cells using Liberase TM enzyme, as described above, and prepared for FACS. To isolate anterior blastema cells, we purified mCherry-positive, EGFP-negative cells. To isolate posterior blastema cells, we purified EGFP-positive cells, regardless of mCherry expression. Anterior and posterior blastema cells in the same replicate were isolated from the same blastema preparation (paired samples). We used seven animals to generate four replicates each of anterior and posterior blastema cells. Cells were sorted into amphibian culture medium^64^.

### RNA library preparation, sequencing and analysis

We proceeded immediately to RNA isolation after cell sorting. RNA was purified into 20 μl nuclease-free water using an in-house magnetic bead-based isolation kit. The following RNA inputs were used to construct libraries: *Hand2* overexpression and mCherry control (0.7 ng each); anterior/posterior high input (45 ng each); anterior/posterior low input (4.5 ng each); and A→A and A→P (4.5 ng each). Sequencing libraries were constructed using QuantSeq 3′ mRNA-Seq V2 REV kit with unique dual indices (Lexogen). The low-input protocol was used for samples with less than 10 ng input, and RNA removal was reduced to 5 min for the 0.7 ng libraries, as suggested by the manufacturer. Sequencing libraries were purified into 18 μl nuclease-free water. Each replicate was sequenced to a depth of around 50 M reads, in PE 150 mode (read 2 + CSP-read1), distributed over two lanes of a NovaSeq X 1.5 B flowcell. Sequencing was done by the Next Generation Sequencing Facility at Vienna BioCenter Core Facilities (VBCF), part of the Vienna BioCenter (VBC), Austria. These sequencing data have been deposited at the Gene Expression Omnibus (GEO) with accession number GSE284768.

Gene expression analysis was done using DESeq2, similarly to the dermal cell samples (see the ‘Gene expression analysis’ section, above). A threshold of 100 counts was used. PCA was performed using anterior/posterior low-input libraries (to match the inputs of the A→A and A→P samples), and the other gene expression comparisons were done against the anterior/posterior high-input libraries. We used a threshold of *padj* < 0.05 for significant differential expression.

### Dilution and storage of BMS-833923 and SAG

BMS-833923 (Cayman Chemical, 16240) was dissolved to 10 mM in ethanol and stored as single-use aliquots at −70 °C. InSolution Smoothened Agonist (SAG, Merck 566661) for intraperitoneal injections was obtained at 10 mM in water and stored as single-use aliquots at −20 °C. SAG for bathing experiments was purchased from Merck (566660), diluted to 40 μM and stored as single-use aliquots at −20 °C.

### Skin transplantation plus intraperitoneal delivery of BMS-833923

Several modifications were made to the assay relative to the anterior-to-posterior and posterior-to-anterior transplantations by cell injection. One limitation of the *Alx4*:mCherry_*Hand2*:EGFP double reporter was that cells would lose fluorescence if they lost anterior and posterior identity. To avoid this, we substituted *Alx4*:mCherry for *Prrx1*>mCherry, which expresses mCherry regardless of positional identity. This enabled continuous monitoring of the transplant, and *Hand2*:EGFP labelled posterior identity. Owing to limited animal availability, we used hindlimbs as donors instead of forelimbs (positional memory in forelimb and hindlimb are compatible^82^). To reduce the number of donors required, we transplanted cells by skin grafting instead of cell injection.

Skin areas (about 1 mm × 1 mm) were transplanted from the anterior lower leg of 7-cm double-reporter axolotls (*Prrx1*>mCherry_*Hand2*:EGFP) to the posterior lower arm of 8-cm unlabelled *d/d* hosts, maintaining dorsal–ventral and proximal–distal directionality. Four days after transplantation, the host arm was amputated through the distal third of the transplant, and blastema outgrowth was monitored every 1–2 days using an AXIOzoom V16 wide-field microscope (Zeiss). At 6 d.p.a. (the conical blastema stage), test axolotls were injected intraperitoneally with 25 μl of BMS-833923 diluted to 1 mM in water. Control axolotls instead received the appropriate dilution of ethanol in water injection. Injection mix contained Fast Green dye (Thermo Fisher Scientific) for visual contrast. Blastemas were further imaged 4 and 15 days after injection to assess for changes in positional identity.

### Assessing blocking *Shh* signalling on *Hand2*:EGFP expression

*Hand2*:EGFP axolotls (7 cm) were amputated at the top of the lower arm. Every 3 days from 0 d.p.a. until 21 d.p.a., test axolotls were injected intraperitoneally with 20 μl of BMS-833923 diluted to 1 mM in water, whereas control axolotls were instead injected with 20 μl of water. Injection mix contained Fast Green dye (Thermo Fisher Scientific) for visual contrast. Blastemas were imaged every three days using an AXIOzoom V16 wide-field microscope (Zeiss). Mean *Hand2*:EGFP fluorescence was quantified from manually defined regions of interest in the posterior blastema.

### SAG positional-memory experiment

*Hand2* lineage-traced axolotls were prepared by treating stage-42 embryos with 2 μM 4-OHT, as described in the section ‘Genetic lineage tracing (ZRS/*Hand2*)’, above. At a size of 8 cm, each axolotl had the right arm amputated through the middle of the lower arm (blastema assay). The left arm was left intact (mature assay). At 8 d.p.a., test axolotls were injected intraperitoneally with 20 μl of SAG diluted to 1.5 mM in water. Control axolotls instead received a water injection. Injection mix contained Fast Green dye (Merck F7258) for visual contrast. Both the blastema limb and the mature limb were imaged every few days until 25 days after injection using an AXIOzoom V16 wide-field microscope (Zeiss). On day 25, both limbs were amputated through the hand-plate region to assay for effects on positional memory from the expression of *Hand2*:EGFP.

### SAG positional-memory experiment (*Shh* HCR assay)

*Hand2*:EGFP axolotls (5 cm) were amputated through both lower limbs, then bathed in water (control) or 10 nM SAG (test) for the first 21 days of regeneration. Bathing volume was 40 ml, and solution was prepared and exchanged daily, following the protocol of ref. ^1^. Regeneration was deemed to be complete at 30 d.p.a. Axolotls were raised for a further 30 days in water, to ensure complete washout of SAG from test animals. Subsequently, axolotls were re-amputated through the hand-plate region to generate a new blastema in the reprogrammed part of the limb. At 9 d.p.a., the new blastemas were removed and fixed for whole-mount HCR staining against *Shh* mRNA, tissue clearing and light sheet imaging.

### Baculovirus production and injection

Pseudotyped baculovirus was produced as described in ref. ^83^. BV-mCherry, a control baculovirus to misexpress mCherry, was published previously as *ch*BV^83^. The cytomegalovirus immediate-early promoter (pCMV) drives expression of mCherry in infected cells. BV-*Shh*, to misexpress axolotl *Shh*, was generated for this study. pCMV drives the expression of nuclear-localized mCherry T2A axolotl *Shh*. Co-translational cleavage in the T2A sequence releases full-length axolotl *Shh* protein. Axolotl *Shh* was codon-altered to enable the distinction of virally expressed mRNA from endogenous axolotl *Shh* mRNA.

Either BV-mCherry or BV-*Shh* was injected into the anterior lower arm of 4-cm *Hand2*:EGFP axolotls. The injection mix contained Fast Green dye (Merck, F7258) for visual contrast. Then, 18 days after infection, limbs were amputated through the middle of the lower arm. The regenerating blastema was imaged every few days using an AXIOzoom V16 wide-field microscope (Zeiss). At 11 d.p.a., blastemas were removed for fixation, whole-mount tissue clearing and imaging using a LightSheet.Z1 microscope (Zeiss).

### Image analysis

Microscope images were analysed using ZEN software (Zeiss) or Fiji software^78^.

### Statistical analysis and data representation

Statistical analyses and graph plotting were done using Prism software (GraphPad). Data were tested for assumptions of normality and equality of variance to determine the appropriate statistical tests to perform. Measurements were taken from distinct samples unless indicated otherwise. No data were excluded. Mean values are reported ± s.d. Statistical significance was defined as *P* < 0.05. All figures were made using Adobe Illustrator.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-025-09036-5.

## Supplementary information

Supplementary Fig. 1 Gating strategy for the flow cytometry of *Hand2*:EGFP cells. **a**, Representative plots depicting gates defined for all cells (left), single cells (centre) and GFP-positive cells (right). Depicted are plots from the 14 d.p.a. blastema sample, which harbours *Hand2*:EGFP^+^ cells. **b**, Representative plots depicting gates defined for all cells (left), single cells (centre) and GFP^+^ cells (right). Depicted are plots from the 0 d.p.a. negative control sample, which does not harbour *Hand2*:EGFP^+^ cells. Plots were assembled in FLOWJO (BD Biosciences)

Reporting Summary

Peer Review file

Supplementary Tables Supplementary Tables 1–18

## Source data

Source Data Fig. 2

Source Data Fig. 3

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 9

Source Data Extended Data Fig. 10

## Data Availability

Genome assembly AmexG_v6.0-DD (https://genome.axolotl-omics.org/index.html) and transcriptome assembly AmexT_v47 (https://www.axolotl-omics.org/assemblies) were used^61^. All RNA-sequencing data have been deposited at the Gene Expression Omnibus (GEO) under accessions GSE243137 (dermal cell data) and GSE284768 (all other data). Source data are provided with this paper.

## References

[1] Nacu, E., Gromberg, E., Oliveira, C. R., Drechsel, D. & Tanaka, E. M. FGF8 and SHH substitute for anterior–posterior tissue interactions to induce limb regeneration. *Nature***533**, 407–410 (2016).27120163 10.1038/nature17972

[2] Otsuki, L. & Tanaka, E. M. Positional memory in vertebrate regeneration: a century’s insights from the salamander limb. *Cold Spring Harb. Perspect. Biol.***14**, a040899 (2022).34607829 10.1101/cshperspect.a040899PMC9248832

[3] Rinn, J. L. et al. A dermal HOX transcriptional program regulates site-specific epidermal fate. *Genes Dev.***22**, 303–307 (2008).18245445 10.1101/gad.1610508PMC2216690

[4] Chang, H. Y. et al. Diversity, topographic differentiation, and positional memory in human fibroblasts. *Proc. Natl Acad. Sci. USA***99**, 12877–12882 (2002).12297622 10.1073/pnas.162488599PMC130553

[5] Kragl, M. et al. Cells keep a memory of their tissue origin during axolotl limb regeneration. *Nature***460**, 60–65 (2009).19571878 10.1038/nature08152

[6] Nacu, E. et al. Connective tissue cells, but not muscle cells, are involved in establishing the proximo-distal outcome of limb regeneration in the axolotl. *Development***140**, 513–518 (2013).23293283 10.1242/dev.081752

[7] da Silva, S. M., Gates, P. B. & Brockes, J. P. The newt ortholog of CD59 is implicated in proximodistal identity during amphibian limb regeneration. *Dev. Cell***3**, 547–555 (2002).12408806 10.1016/s1534-5807(02)00288-5

[8] Oliveira, C. R. et al. Tig1 regulates proximo-distal identity during salamander limb regeneration. *Nat. Commun.***13**, 1141 (2022).35241664 10.1038/s41467-022-28755-1PMC8894484

[9] Kawaguchi, A. et al. A chromatin code for limb segment identity in axolotl limb regeneration. *Dev. Cell*10.1016/j.devcel.2024.05.002 (2024).38788714 10.1016/j.devcel.2024.05.002

[10] Satoh, A. & Makanae, A. Conservation of position-specific gene expression in axolotl limb skin. *Zool. Sci.***31**, 6–13 (2014).10.2108/zsj.31.624410490

[11] Yamamoto, S., Kashimoto, R., Furukawa, S., Ohashi, A. & Satoh, A. *Lmx1b* activation in axolotl limb regeneration. *Dev. Dyn.***251**, 1509–1523 (2022).35403281 10.1002/dvdy.476

[12] Bryant, S. V. & Baca, B. A. Regenerative ability of double-half and half upper arms in the newt, *Notophthalmus viridescens*. *J. Exp. Zool.***204**, 307–323 (1978).660137 10.1002/jez.1402040302

[13] Bryant, S. V. Regenerative failure of double half limbs in *Notophthalmus viridescens*. *Nature***263**, 676–679 (1976).980112 10.1038/263676a0

[14] Laufer, E., Nelson, C. E., Johnson, R. L., Morgan, B. A. & Tabin, C. Sonic hedgehog and Fgf-4 act through a signaling cascade and feedback loop to integrate growth and patterning of the developing limb bud. *Cell***79**, 993–1003 (1994).8001146 10.1016/0092-8674(94)90030-2

[15] Niswander, L., Jeffrey, S., Martin, G. R. & Tickle, C. A positive feedback loop coordinates growth and patterning in the vertebrate limb. *Nature***371**, 609–612 (1994).7935794 10.1038/371609a0

[16] Tank, P. W. & Holder, N. The effect of healing time on the proximodistal organization of double-half forelimb regenerates in the axolotl, *Ambystoma mexicanum*. *Dev. Biol.***66**, 72–85 (1978).751844 10.1016/0012-1606(78)90274-9

[17] Tank, P. W. The failure of double‐half forelimbs to undergo distal transformation following amputation in the axolotl, *Ambystoma mexicanum*. *J. Exp. Zool.***204**, 325–336 (1978).660138 10.1002/jez.1402040303

[18] Endo, T., Bryant, S. V. & Gardiner, D. M. A stepwise model system for limb regeneration. *Dev. Biol.***270**, 135–145 (2004).15136146 10.1016/j.ydbio.2004.02.016

[19] Purushothaman, S., Elewa, A. & Seifert, A. W. Fgf-signaling is compartmentalized within the mesenchyme and controls proliferation during salamander limb development. *eLife***8**, e48507 (2019).31538936 10.7554/eLife.48507PMC6754229

[20] Christensen, R. N., Weinstein, M. & Tassava, R. A. Expression of fibroblast growth factors 4, 8, and 10 in limbs, flanks, and blastemas of *Ambystoma*. *Dev. Dyn.***223**, 193–203 (2002).11836784 10.1002/dvdy.10049

[21] Han, M. J., An, J. Y. & Kim, W. S. Expression patterns of *Fgf-8* during development and limb regeneration of the axolotl. *Dev. Dyn.***220**, 40–48 (2001).11146506 10.1002/1097-0177(2000)9999:9999<::AID-DVDY1085>3.0.CO;2-8

[22] Roy, S. & Gardiner, D. M. Cyclopamine induces digit loss in regenerating axolotl limbs. *J. Exp. Zool.***293**, 186–190 (2002).12115913 10.1002/jez.10110

[23] Roy, S., Gardiner, D. M. & Bryant, S. V. Vaccinia as a tool for functional analysis in regenerating limbs: ectopic expression of *Shh*. *Dev. Biol.***218**, 199–205 (2000).10656763 10.1006/dbio.1999.9556

[24] Torok, M. A., Gardiner, D. M., Izpisúa-Belmonte, J.-C. & Bryant, S. V. *Sonic Hedgehog* (*shh*) expression in developing and regenerating axolotl limbs. *J. Exp. Zool.***284**, 197–206 (1999).10404648

[25] Sagai, T., Hosoya, M., Mizushina, Y., Tamura, M. & Shiroishi, T. Elimination of a long-range cis-regulatory module causes complete loss of limb-specific *Shh* expression and truncation of the mouse limb. *Development***132**, 797–803 (2005).15677727 10.1242/dev.01613

[26] Lettice, L. A. et al. A long-range *Shh* enhancer regulates expression in the developing limb and fin and is associated with preaxial polydactyly. *Hum. Mol. Genet.***12**, 1725–1735 (2003).12837695 10.1093/hmg/ddg180

[27] Carlson, B. M. Morphogenetic interactions between rotated skin cuffs and underlying stump tissues in regenerating axolotl forelimbs. *Dev. Biol.***39**, 263–285 (1974).4853261 10.1016/0012-1606(74)90239-5

[28] Iwata, R., Makanae, A. & Satoh, A. Stability and plasticity of positional memory during limb regeneration in *Ambystoma mexicanum*. *Dev. Dyn.***249**, 342–353 (2020).31386776 10.1002/dvdy.96

[29] Slack, J. M. W. Morphogenetic properties of the skin in axolotl limb regeneration. *J. Embryol. Exp. Morphol.***58**, 265–288 (1980).7003051

[30] Maden, M. & Mustafa, K. Axial organization of the regenerating limb: asymmetrical behaviour following skin transplantation. *Development***70**, 197–213 (1982).6754846

[31] Yelon, D. et al. The bHLH transcription factor hand2 plays parallel roles in zebrafish heart and pectoral fin development. *Development***127**, 2573–2582 (2000).10821756 10.1242/dev.127.12.2573

[32] Fernandez-Teran, M. et al. Role of dHAND in the anterior–posterior polarization of the limb bud: implications for the Sonic hedgehog pathway. *Development***127**, 2133–2142 (2000).10769237 10.1242/dev.127.10.2133

[33] Charité, J., McFadden, D. G. & Olson, E. N. The bHLH transcription factor dHAND controls *Sonic hedgehog* expression and establishment of the zone of polarizing activity during limb development. *Development***127**, 2461–2470 (2000).10804186 10.1242/dev.127.11.2461

[34] Galli, A. et al. Distinct roles of Hand2 in initiating polarity and posterior Shh expression during the onset of mouse limb bud development. *PLoS Genet.***6**, e1000901 (2010).20386744 10.1371/journal.pgen.1000901PMC2851570

[35] Nachtrab, G., Kikuchi, K., Tornini, V. A. & Poss, K. D. Transcriptional components of anteroposterior positional information during zebrafish fin regeneration. *Development***140**, 3754–3764 (2013).23924636 10.1242/dev.098798PMC3754474

[36] Osterwalder, M. et al. HAND2 targets define a network of transcriptional regulators that compartmentalize the early limb bud mesenchyme. *Dev. Cell***31**, 345–357 (2014).25453830 10.1016/j.devcel.2014.09.018PMC4357275

[37] Donnelly, M. L. L. et al. Analysis of the aphthovirus 2A/2B polyprotein ‘cleavage’ mechanism indicates not a proteolytic reaction, but a novel translational effect: a putative ribosomal ‘skip’. *J. Gen. Virol.***82**, 1013–1025 (2001).11297676 10.1099/0022-1317-82-5-1013

[38] de Felipe, P., Hughes, L. E., Ryan, M. D. & Brown, J. D. Co-translational, intraribosomal cleavage of polypeptides by the foot-and-mouth disease virus 2A peptide. *J. Biol. Chem.***278**, 11441–11448 (2003).12522142 10.1074/jbc.M211644200

[39] Srivastava, D. et al. Regulation of cardiac mesodermal and neural crest development by the bHLH transcription factor, dHAND. *Nat. Genet.***16**, 154–160 (1997).9171826 10.1038/ng0697-154

[40] Purushothaman, S., Aviña, B. B. L. & Seifert, A. W. Sonic hedgehog is essential for proximal-distal outgrowth of the limb bud in salamanders. *Front. Cell Dev. Biol.***10**, 10.3389/fcell.2022.797352 (2022).10.3389/fcell.2022.797352PMC901094935433673

[41] Logan, M. et al. Expression of Cre recombinase in the developing mouse limb bud driven by a *Prxl* enhancer. *Genesis***33**, 77–80 (2002).12112875 10.1002/gene.10092

[42] te Welscher, P., Fernandez-Teran, M., Ros, M. A. & Zeller, R. Mutual genetic antagonism involving GLI3 and dHAND prepatterns the vertebrate limb bud mesenchyme prior to SHH signaling. *Genes Dev.***16**, 421–426 (2002).11850405 10.1101/gad.219202PMC155343

[43] Wang, Y.-T. et al. Genetic reprogramming of positional memory in a regenerating appendage. *Curr. Biol.***29**, 4193–4207 (2019).31786062 10.1016/j.cub.2019.10.038PMC6917923

[44] Capellini, T. D. et al. *Pbx1*/*Pbx2* requirement for distal limb patterning is mediated by the hierarchical control of Hox gene spatial distribution and *Shh* expression. *Development***133**, 2263–2273 (2006).16672333 10.1242/dev.02395

[45] Soussi, G. et al. TBX3 is essential for establishment of the posterior boundary of anterior genes and upregulation of posterior genes together with HAND2 during the onset of limb bud development. *Development***151**, dev202722 (2024).38828908 10.1242/dev.202722PMC11190573

[46] te Welscher, P. et al. Progression of vertebrate limb development through SHH-mediated counteraction of GLI3. *Science***298**, 827–830 (2002).12215652 10.1126/science.1075620

[47] Matsubara, H. et al. Upstream regulation for initiation of restricted *Shh* expression in the chick limb bud. *Dev. Dyn.***246**, 417–430 (2017).28205287 10.1002/dvdy.24493

[48] Bénazet, J.-D. et al. A self-regulatory system of interlinked signaling feedback loops controls mouse limb patterning. *Science***323**, 1050–1053 (2009).19229034 10.1126/science.1168755

[49] Malkmus, J. et al. Spatial regulation by multiple *Gremlin1* enhancers provides digit development with *cis*-regulatory robustness and evolutionary plasticity. *Nat. Commun.***12**, 5557 (2021).34548488 10.1038/s41467-021-25810-1PMC8455560

[50] Gamart, J. et al. SMAD4 target genes are part of a transcriptional network that integrates the response to BMP and SHH signaling during early limb bud patterning. *Development***148**, dev200182 (2021).34822715 10.1242/dev.200182PMC8714076

[51] Zúñiga, A., Haramis, A.-P. G., McMahon, A. P. & Zeller, R. Signal relay by BMP antagonism controls the SHH/FGF4 feedback loop in vertebrate limb buds. *Nature***401**, 598–602 (1999).10524628 10.1038/44157

[52] Maden, M. The effect of vitamin A on the regenerating axolotl limb. *J. Embryol. Exp. Morphol.***77**, 273–295 (1983).6655434

[53] Harfe, B. D. et al. Evidence for an expansion-based temporal Shh gradient in specifying vertebrate digit identities. *Cell***118**, 517–528 (2004).15315763 10.1016/j.cell.2004.07.024

[54] Kraus, P., Fraidenraich, D. & Loomis, C. A. Some distal limb structures develop in mice lacking Sonic hedgehog signaling. *Mech. Dev.***100**, 45–58 (2001).11118883 10.1016/s0925-4773(00)00492-5

[55] Chiang, C. et al. Manifestation of the limb prepattern: limb development in the absence of Sonic hedgehog function. *Dev. Biol.***236**, 421–435 (2001).11476582 10.1006/dbio.2001.0346

[56] Rux, D. R. et al. Hox11 function Is required for region-specific fracture repair. *J. Bone Miner. Res.***32**, 1750–1760 (2017).28470721 10.1002/jbmr.3166PMC5550340

[57] Rux, D. R. et al. Regionally restricted *Hox* function in adult bone marrow multipotent mesenchymal stem/stromal cells. *Dev. Cell***39**, 653–666 (2016).27939685 10.1016/j.devcel.2016.11.008PMC5173430

[58] Pineault, K. M., Song, J. Y., Kozloff, K. M., Lucas, D. & Wellik, D. M. Hox11 expressing regional skeletal stem cells are progenitors for osteoblasts, chondrocytes and adipocytes throughout life. *Nat. Commun.***10**, 3168 (2019).31320650 10.1038/s41467-019-11100-4PMC6639390

[59] Rinn, J. L., Bondre, C., Gladstone, H. B., Brown, P. O. & Chang, H. Y. Anatomic demarcation by positional variation in fibroblast gene expression programs. *PLoS Genet.***2**, e119 (2006).16895450 10.1371/journal.pgen.0020119PMC1523235

[60] Khattak, S. et al. Optimized axolotl (*Ambystoma mexicanum*) husbandry, breeding, metamorphosis, transgenesis and tamoxifen-mediated recombination. *Nat. Protoc.***9**, 529–540 (2014).24504478 10.1038/nprot.2014.040

[61] Schloissnig, S. et al. The giant axolotl genome uncovers the evolution, scaling, and transcriptional control of complex gene loci. *Proc. Natl Acad. Sci. USA***118**, e2017176118 (2021).33827918 10.1073/pnas.2017176118PMC8053990

[62] Gerber, T. et al. Single-cell analysis uncovers convergence of cell identities during axolotl limb regeneration. *Science***362**, eaaq0681 (2018).30262634 10.1126/science.aaq0681PMC6669047

[63] Lin, T.-Y. et al. Fibroblast dedifferentiation as a determinant of successful regeneration. *Dev. Cell***56**, 1541–1551 (2021).34004152 10.1016/j.devcel.2021.04.016PMC8140481

[64] Denis, J.-F., Sader, F., Ferretti, P. & Roy, S. Culture and transfection of axolotl cells. *Methods Mol. Biol.***1290**, 187–196 (2015).25740487 10.1007/978-1-4939-2495-0_15

[65] Bolger, A. M., Lohse, M. & Usadel, B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics***30**, 2114–2120 (2014).24695404 10.1093/bioinformatics/btu170PMC4103590

[66] Kim, D., Paggi, J. M., Park, C., Bennett, C. & Salzberg, S. L. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. *Nat. Biotechnol.***37**, 907–915 (2019).31375807 10.1038/s41587-019-0201-4PMC7605509

[67] Liao, Y., Smyth, G. K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics***30**, 923–930 (2014).24227677 10.1093/bioinformatics/btt656

[68] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.***15**, 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[69] Wickham, H. *ggplot2. Elegant Graphics for Data Analysis*10.1007/978-3-319-24277-4 (Springer, 2016).

[70] Nowoshilow, S., Fei, J.-F., Voss, R. S., Tanaka, E. M. & Murawala, P. Gene and transgenics nomenclature for the laboratory axolotl −*Ambystoma mexicanum*. *Dev. Dyn.*10.1002/dvdy.351 (2021).33896069 10.1002/dvdy.351PMC8542645

[71] Sobkow, L., Epperlein, H.-H., Herklotz, S., Straube, W. L. & Tanaka, E. M. A germline GFP transgenic axolotl and its use to track cell fate: dual origin of the fin mesenchyme during development and the fate of blood cells during regeneration. *Dev. Biol.***290**, 386–397 (2006).16387293 10.1016/j.ydbio.2005.11.037

[72] Fei, J.-F. et al. Application and optimization of CRISPR-Cas9-mediated genome engineering in axolotl (*Ambystoma mexicanum*). *Nat. Protoc.***13**, 2908–2943 (2018).30429597 10.1038/s41596-018-0071-0

[73] Puigbò, P., Guzmán, E., Romeu, A. & Garcia-Vallvé, S. OPTIMIZER: a web server for optimizing the codon usage of DNA sequences. *Nucleic Acids Res.***35**, W126–W131 (2007).17439967 10.1093/nar/gkm219PMC1933141

[74] Frazer, K. A., Pachter, L., Poliakov, A., Rubin, E. M. & Dubchak, I. VISTA: computational tools for comparative genomics. *Nucleic Acids Res.***32**, W273–W279 (2004).15215394 10.1093/nar/gkh458PMC441596

[75] Schwartz, S. et al. PipMaker—a web server for aligning two genomic DNA sequences. *Genome Res.***10**, 577–586 (2000).10779500 10.1101/gr.10.4.577PMC310868

[76] Li, W., Germain, R. N. & Gerner, M. Y. High-dimensional cell-level analysis of tissues with Ce3D multiplex volume imaging. *Nat. Protoc.***14**, 1708–1733 (2019).31028373 10.1038/s41596-019-0156-4PMC8690297

[77] Glotzer, G. L., Tardivo, P. & Tanaka, E. M. Canonical Wnt signaling and the regulation of divergent mesenchymal Fgf8 expression in axolotl limb development and regeneration. *eLife***11**, e79762 (2022).35587651 10.7554/eLife.79762PMC9154742

[78] Schindelin, J. et al. Fiji: an open-source platform for biological-image analysis. *Nat. Methods***9**, 676–682 (2012).22743772 10.1038/nmeth.2019PMC3855844

[79] Currie, J. D. et al. Live imaging of axolotl digit regeneration reveals spatiotemporal choreography of diverse connective tissue progenitor pools. *Dev. Cell***39**, 411–423 (2016).27840105 10.1016/j.devcel.2016.10.013PMC5127896

[80] Endo, T., Gardiner, D. M., Makanae, A. & Satoh, A. The accessory limb model: an alternative experimental system of limb regeneration. *Methods Mol. Biol.***1290**, 101–113 (2015).25740480 10.1007/978-1-4939-2495-0_8

[81] Taniguchi, Y. et al. The posterior neural plate in axolotl gives rise to neural tube or turns anteriorly to form somites of the tail and posterior trunk. *Dev. Biol.***422**, 155–170 (2017).28017643 10.1016/j.ydbio.2016.12.023

[82] Rollman-Dinsmore, C. & Bryant, S. V. Pattern regulation between hind- and forelimbs after blastema exchanges and skin grafts in *Notophthalmus viridescens*. *J. Exp. Zool.***223**, 51–56 (1982).6752335 10.1002/jez.1402230109

[83] Oliveira, C. R. et al. Pseudotyped baculovirus is an effective gene expression tool for studying molecular function during axolotl limb regeneration. *Dev. Biol.***433**, 262–275 (2018).29198566 10.1016/j.ydbio.2017.10.008

# Supplementary material for: Molecular basis of positional memory in limb regeneration
**Source:** Nature. 2025 May 21;642(8068):730–8. doi: 10.1038/s41586-025-09036-5
**Supplement:** Supplementary file 1 — Gating strategy for the flow cytometry of Hand2:EGFP cells. a, Representative plots depicting gates defined for all cells (left), single cells (centre) and GFP-positive cells (right). Depicted are plots from the 14 d.p.a. blastema sample, which harbours Hand2:EGFP+ cells. b, Representative plots depicting gates defined for all cells (left), single cells (centre) and GFP+ cells (right). Depicted are plots from the 0 d.p.a. negative control sample, which does not harbour Hand2:EGFP+ cells. Plots were assembled in FLOWJO (BD Biosciences)

---

**Supplementary information**

---

**Molecular basis of positional memory in  
limb regeneration**

---

In the format provided by the  
authors and unedited

# Supplementary Fig. 1 | Gating strategy for flow cytometry of *Hand2*:EGFP cells.

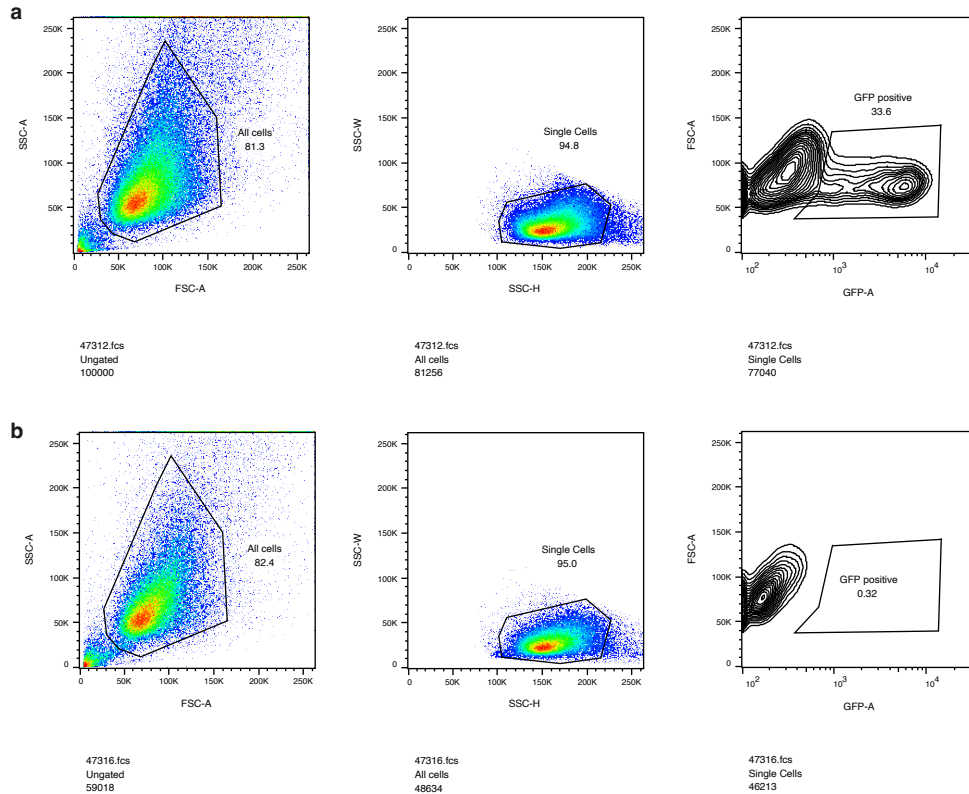

## Supplementary Fig. 1 | Gating strategy for flow cytometry of *Hand2*:EGFP cells.

**a**, Representative plots depicting gates defined for all cells (left), single cells (centre) and GFP-positive cells (right). Depicted are plots from the 14 dpa blastema sample, which harbour *Hand2*:EGFP+ cells. **b**, Representative plots depicting gates defined for all cells (left), single cells (centre) and GFP-positive cells (right). Depicted are plots from the 0 dpa negative control sample, which does not harbour *Hand2*:EGFP+ cells. Plots were assembled in FLOWJO (BD Biosciences).

# Supplementary material for: Molecular basis of positional memory in limb regeneration
**Source:** Nature. 2025 May 21;642(8068):730–8. doi: 10.1038/s41586-025-09036-5
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No custom software was used for data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | <p>Differential expression analysis of RNA-sequencing data.</p> <p>Adaptor sequences were trimmed from the raw sequencing reads with Trimmomatic (version 0.39), using parameters: ILLUMINACLIP:Adapters.fa:2:30:7 SLIDINGWINDOW:4:20 MINLEN:40 in single-end mode. Trimmed sequenced reads were mapped to axolotl genome AmexG_v6.0-DD with HISAT2, using parameters: --no-unal-summary-file Output.log -k 5-very-sensitive -x DBGenome -U Reads.fq.gz Alignment.sam. featureCounts was used to generate a read counts table. Differential expression analysis was performed on 2 anterior replicates and 3 posterior replicates using R version 4.1.2 and DESeq2 version 1.34.0 with an FDR cutoff of <i>p</i> &lt; 0.01. Volcano plots were generated using ggplot2 version 3.3.6. Heatmaps were generated with the pheatmap package version 1.0.12 (R. Kolde). Gene Ontology analysis was performed with the topGO package version 2.46.0 (Alexa A, Rahnenfuhrer J) using parameters: ontology= "BP", geneSelectionFun = topDiffGenes, an not= annFUN.org, mapping= "org.Hs.eg.db". To calculate significant GO terms, Fisher's exact test was performed with the "elim" algorithm. To facilitate interpretation of the differential expression results, we generated a custom gene nomenclature derived from the AmexT_v47 transcriptome. We concatenated each axolotl gene identifier with the gene symbol for the direct human homologue where available or, if not available, the closest homologue from the NCBI non-redundant database.</p> <p>Determination of axolotl ZRS enhancer</p> <p>The axolotl ZRS enhancer was determined by multiple species alignment of the following genome sequences using mVISTA (<a href="https://genome.lbl.gov/vista/mvista/submit.shtml">https://genome.lbl.gov/vista/mvista/submit.shtml</a>) and PipMaker (<a href="http://pipmaker.bx.psu.edu/pipmaker/">http://pipmaker.bx.psu.edu/pipmaker/</a>).</p> <p>Axolotl (Ambystoma mexicanum) assembly AmexG_v6.0-DD chr2p:694366863-694689506</p> <p>Human (Homo sapiens) assembly hg38 chr7:156769228-156790956</p> <p>Mouse (Mus musculus) assembly mm10 chr5:29292950-29323801</p> |

Chick (*Gallus gallus*) assembly Gal6 chr2:8538956-8559114  
 Fugu (*Takifugu rubripes*) assembly fr3 chr10:5739579-5747090

Estimation of indel frequency in Hand2 CRISPRants  
 Indel frequency was estimated from Sanger sequencing results using the ICE Analysis Tool (Synthego, <https://ice.synthego.com/>).

Image analysis  
 Microscope images were analysed using ZEN software (Zeiss) or Fiji software 2.14.0/1.54f.

Statistical analysis and data representation  
 Statistical analyses and graph plotting was performed using Prism software v10 (GraphPad). Data were tested for assumptions of normality and equality of variance to determine the appropriate statistical tests to perform. No data were excluded. Mean values are reported +/- standard deviation (SD). Statistical significance was defined as  $p < 0.05$ . All figures were assembled in Adobe Illustrator 2023.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Genome assembly AmexG\_v6.0-DD (<https://genome.axolotl-omics.org/index.html>) and transcriptome assembly AmexT\_v47 (<https://www.axolotl-omics.org/assemblies>) were used (Schloissnig et al. 2021).

All RNA-sequencing data have been deposited at the Gene Expression Omnibus (GEO), under accessions GSE243137 (dermal cell data) and GSE284768 (all other data).

There are no restrictions on data availability.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\)](#), [and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

|               |                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|---------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replication   | Each experiment was replicated at least once unless indicated otherwise, with successful replication of conclusions. Conclusions were made based on experiments using independent axolotl cohorts and multiple experimental approaches.                                                                                                                                                                                                |
| Randomization | Axolotls from the same cohort were randomly allocated into experimental or control groups and housed under identical conditions. Exceptions are experiments (detailed in the Methods) in which the control was performed on one limb and the experimental perturbation on the other limb of the same axolotl. For ALM experiments, we ensured that there was no bias in the success of ALM formation based on left or right host limb. |
| Blinding      | Blinding was not feasible as the work was largely performed by one author and/or phenotypes were much more severe in the experimental cohort than in the control cohort.                                                                                                                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Rabbit anti-Prrx1 antibody, generated by Gerber et al. 2018 (DOI: 10.1126/science.aag0681). Mouse anti-Col1A1 antibody (SP1.D8, DSHB). Alexa 647-conjugated anti-rabbit (Invitrogen A-21244) or anti-mouse (Invitrogen A-21240) secondary antibody. |
| Validation      | Prrx1 antibody was characterised in axolotl limb tissue by Gerber et al. 2018 (DOI: 10.1126/science.aag0681). Col1A1 antibody was characterised in axolotl tissue by Gerber et al. 2018 (DOI: 10.1126/science.aag0681).                             |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Axolotl ( <i>Ambystoma mexicanum</i> ), age up to ~8 months.                                                                                                                                                                                                                                                                                                                                        |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                             |
| Reporting on sex        | Sex data was not collected in this study. Sex is not readily distinguishable based on morphology in the axolotl sizes used in this study. Thus, data collection was randomised with respect to sex. Sex determination in these animals requires a genotyping PCR, and the injury from tissue harvesting could induce an unwanted tissue response, as suggested in DOI: 10.1016/j.ydbio.2017.07.010. |
| Field-collected samples | The study did not involve animals collected from the field.                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | All animal experiments were approved by the Magistrate of Vienna (Genetically Modified Organism Office and MA58, City of Vienna, Austria), under licenses GZ:51072/2019/16, GZ: MA58-1432587-2022-12 and GZ: MA58-1516101-2023-21.                                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                 |
|-----------------------|-----------------|
| Seed stocks           | Not applicable. |
| Novel plant genotypes | Not applicable. |
| Authentication        | Not applicable. |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | The Hand2:EGFP intensity of mature arm cells, 7 dpa blastema cells and 14 dpa blastema cells were compared by flow cytometry. Lower arm tissue was harvested from 6 cm Hand2:EGFP axolotls. The entire lower arm was taken for mature measurements. Blastemas were generated by amputating through the middle of the lower arm 7 or 14 days prior to flow cytometry. Harvested tissues were dissociated into single cell suspensions using Liberase TM enzyme (Merck 05401127001) as described in Lin et al. 2021 (DOI: 10.1016/j.devcel.2021.04.016), with the following modifications: dissociation was performed for 55 mins (mature sample) or 45 mins (blastema samples) and the cells were filtered through a 70 um MACS SmartStrainer (Miltenyi Biotec 130-098-462). |
| Instrument                | Cells were analysed by FACS (FACSAria III Cell Sorter, BD Biosciences) using a 100 um low pressure nozzle.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Software                  | FLOWJO software (BD Biosciences).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Cell population abundance | Representative population abundances are depicted in Supplementary Fig. 1. Population abundance generally ranged from ~5-70% depending on genotype and experiment. Purity was not assessed by re-sorting post-sort cells.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Gating strategy           | The gating strategy is depicted in Supplementary Fig. 1. Cells were identified based on FSC-A and SSC-A gates, and doublet exclusion performed using SSC-H and SSC-W gates. Cell purity was generally > 80% and the proportion of single cells post-dissociation > 90%. The population of interest was identified by comparing against a parallel treated negative control sample lacking the relevant fluorescent protein, as indicated in the manuscript. This allowed determination of positive and negative cells.                                                                                                                                                                                                                                                      |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Molecular basis of positional memory in limb regeneration
**Source:** Nature. 2025 May 21;642(8068):730–8. doi: 10.1038/s41586-025-09036-5
**Supplement:** Supplementary file 4 — Supplementary Tables 1–18

**Supplementary Information**

**Molecular basis of positional memory in limb regeneration**

**Otsuki, L *^1,2,*^*, Plattner, SA *^1,2^*, Taniguchi-Sugiura, Y *^1,2^*, Falcon, F *^1,2^*, Tanaka, EM *^1,2,^*^*^**

^*^ Authors for correspondence

Legends for Supplementary Tables 1-18 Page 2

Legend for Supplementary Figure 1 Page 4

**Legends for Supplementary Tables 1-18**

**Supplementary Table 1 | Differentially expressed genes enriched in posterior dermal cells, ordered by p-value.**

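Each entry of Supplementary Table 1 gives the mean normalized count over the dermal libraries, the log2 fold change of posterior over anterior cells with its standard error, the Wald statistic, and the p-value before and after adjustment, as DESeq2 writes them. The table holds 160 genes, and all of them were in the count table. In the counts, 11 of the 160 were found in 1 posterior library alone, with totals from 101 to 153 counts, and edgeR's filter left these out of its test. The log2 fold changes that the paper's table gives for the 11 lie between 18.52 and 20.45. Their denominators are 0 counts, so that the size of such a fold change is not measured. The others all had a positive log2 fold change in edgeR, and 25 passed a false-discovery rate of 0.01. In all, 18 genes of the table had 0 counts in both anterior libraries, and 7 of these had at least 10 counts in every posterior library.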

Table of differentially expressed genes enriched in posterior dermal cells compared to anterior dermal cells. Genes are ordered by decreasing statistical significance (top to bottom). Differential expression was determined statistically using DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing), with a FDR cutoff of *p*<0.01.

**Supplementary Table 2 | Differentially expressed genes enriched in anterior dermal cells, ordered by p-value.**

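Supplementary Table 2 holds 146 genes with the same columns, and negative log2 fold changes are higher in anterior cells. All 146 were tested in edgeR with the same direction, and 28 passed a false-discovery rate of 0.01. *Enpp2* (AMEX60DD040394) had the smallest p-value on the anterior side, with 181 ± 3.69 CPM (SD, n = 2) in anterior and 31.6 ± 6.22 CPM (SD, n = 3) in posterior cells. Its log2 fold change was -2.52 with a standard error of 0.18 (adjusted p = 0.000549, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by *C1qtnf7* (AMEX60DD045837), with a log2 fold change of -3.07 (standard error 0.24), *Thbs2* (AMEX60DD034565), with -1.49 (standard error 0.12), and *Smoc2* (AMEX60DD034577), with -1.94 (standard error 0.16). These 3 shared an adjusted p of 0.000625 in the same test. Leaving out 1 posterior library at a time raised the adjusted p of each of these genes above 0.01, except for *Enpp2* and *C1qtnf7* with posterior replicate 1 left out. In all, 11 genes of the table had 0 counts in every posterior library, and all 11 had at least 10 counts in both anterior libraries.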

Table of differentially expressed genes enriched in anterior dermal cells compared to posterior dermal cells. Genes are ordered by decreasing statistical significance (top to bottom). Differential expression was determined statistically using DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing), with a FDR cutoff of *p*<0.01.

**Supplementary Table 3 | Differentially expressed genes belonging to the GO term category “Extracellular matrix”.**

Table of differentially expressed genes belonging to the GO term category “Extracellular matrix”. Differential expression was determined statistically using DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing), with a FDR cutoff of *p*<0.01. Positive fold change values indicate genes enriched in posterior dermal cells compared to anterior dermal cells.

**Supplementary Table 4 | Differentially expressed genes belonging to the GO term category “Cell adhesion”.**

Table of differentially expressed genes belonging to the GO term category “Cell adhesion”. Differential expression was determined statistically using DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing), with a FDR cutoff of *p*<0.01. Positive fold change values indicate genes enriched in posterior dermal cells compared to anterior dermal cells.

**Supplementary Table 5 | Expression of spatial transcription factor genes in *Hand2*-misexpressing cells compared to mCherry controls.**

Expression of anterior and posterior transcription factors in *Prrx1*>mCherry-*Hand2* cells versus *Prrx1*>mCherry controls. A positive log2FoldChange indicates higher expression in *Hand2*-misexpressing cells. Differential expression was determined statistically using DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing), with a *padj* < 0.05. Significant genes are bolded.

**Supplementary Table 6 | Expression of spatial transcription factor genes in *Hand2*-misexpressing cells compared to anterior blastema cells.**

Expression of anterior and posterior transcription factors in *Prrx1*>mCherry-*Hand2* cells versus anterior ‘A’ blastema cells isolated from double transgenic axolotls. A positive log2FoldChange indicates higher expression in *Hand2*-misexpressing cells. Differential expression was determined statistically using DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing), with a *padj* < 0.05. Significant genes are bolded.

**Supplementary Table 7 | All differentially expressed genes upregulated in *Hand2*-misexpressing cells compared to mCherry controls.**

A list of all genes upregulated in *Prrx1*>mCherry-*Hand2* cells compared to *Prrx1*>mCherry controls. A positive log2FoldChange indicates higher expression in *Hand2*-misexpressing cells. Differential expression was determined statistically using DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing), with a *padj* < 0.05.

**Supplementary Table 8 | All differentially expressed genes downregulated in *Hand2*-misexpressing cells compared to mCherry controls.**

A list of all genes downregulated in *Prrx1*>mCherry-*Hand2* cells compared to *Prrx1*>mCherry controls. A negative log2FoldChange indicates higher expression in mCherry control cells. Differential expression was determined statistically using DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing), with a *padj* < 0.05.

**Supplementary Table 9 | All differentially expressed genes upregulated in *Hand2*-misexpressing cells compared to anterior blastema cells.**

A list of all genes upregulated in *Prrx1*>mCherry-*Hand2* cells compared to anterior ‘A’ blastema cells isolated from double transgenic axolotls. A positive log2FoldChange indicates higher expression in *Hand2*-misexpressing cells. Differential expression was determined statistically using DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing), with a *padj* < 0.05.

**Supplementary Table 10 | All differentially expressed genes downregulated in *Hand2*-misexpressing cells compared to anterior blastema cells.**

A list of all genes downregulated in *Prrx1*>mCherry-*Hand2* cells compared to anterior ‘A’ blastema cells isolated from double transgenic axolotls. A negative log2FoldChange indicates higher expression in anterior blastema cells. Differential expression was determined statistically using DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing), with a *padj* < 0.05.

**Supplementary Table 11 | Loadings of genes contributing to principal component 2 (PC2) in the cell transplantation PCA.**

The top 1000 most variable genes were used as an input. Genes are ordered by their contribution to PC2. PC1 is also indicated.

**Supplementary Table 12 | Expression of spatial transcription factor genes in A->P transplanted cells compared to anterior blastema cells.**

Expression of anterior and posterior transcription factors in A->P transplanted cells versus anterior ‘A’ blastema cells isolated from double transgenic axolotls. A positive log2FoldChange indicates higher expression in A->P cells. Differential expression was determined statistically using DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing), with a *padj* < 0.05. Significant genes are bolded.

**Supplementary Table 13 | Anterior or posterior blastema-specific genes that are differentially expressed in A->P transplanted cells.**

Anterior and posterior blastema-specific genes were identified by DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing) between A and P cell samples with a *padj*<0.05. These genes were overlapped with genes that were up- or down- regulated in A>P transplanted cells compared to A cell controls.

**Supplementary Table 14 | Expression of spatial transcription factor genes in A->P transplanted cells compared to A->A transplanted cells.**

Expression of anterior and posterior transcription factors in A->P transplanted cells versus A->A transplanted cells. A positive log2FoldChange indicates higher expression in A->P cells. Differential expression was determined statistically using DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing), with a *padj* < 0.05. Significant genes are bolded.

**Supplementary Table 15 | All differentially expressed genes upregulated in A->P transplanted cells compared to A->A controls.**

A list of all genes upregulated in A->P transplanted cells compared to A->A control cells. A positive log2FoldChange indicates higher expression in A->P cells. Differential expression was determined statistically using DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing), with a *padj* < 0.05.

**Supplementary Table 16 | All differentially expressed genes downregulated in A->P transplanted cells compared to A->A controls.**

A list of all genes downregulated in A->P transplanted cells compared to A->A control cells. A negative log2FoldChange indicates higher expression in A->A cells. Differential expression was determined statistically using DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing), with a *padj* < 0.05.

**Supplementary Table 17 | All differentially expressed genes upregulated in A->P transplanted cells compared to anterior blastema cells.**

A list of all genes upregulated in A->P transplanted cells compared to anterior ‘A’ blastema cells isolated from double transgenic axolotls. A positive log2FoldChange indicates higher expression in A->P cells. Differential expression was determined statistically using DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing), with a *padj* < 0.05.

**Supplementary Table 18 | All differentially expressed genes downregulated in A->P transplanted cells compared to anterior blastema cells.**

A list of all genes downregulated in A->P transplanted cells compared to anterior ‘A’ blastema cells isolated from double transgenic axolotls. A negative log2FoldChange indicates higher expression in anterior blastema cells. Differential expression was determined statistically using DESeq2 (two-tailed Wald test with Benjamini-Hochberg adjustment for multiple testing), with a *padj* < 0.05.

**Legend for Supplementary Figure 1**

**Supplementary Fig. 1 | Gating strategy for flow cytometry of *Hand2*:EGFP cells.
a,** Representative plots depicting gates defined for all cells (left), single cells (centre) and GFP-positive cells (right). Depicted are plots from the 14 dpa blastema sample, which harbour *Hand2*:EGFP+ cells. **b,** Representative plots depicting gates defined for all cells (left), single cells (centre) and GFP-positive cells (right). Depicted are plots from the 0 dpa negative control sample, which does not harbour *Hand2*:EGFP+ cells. Plots were assembled in FLOWJO (BD Biosciences).

How the deposited data were processed for this re-analysis (not part of the article)

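Dermal connective tissue cells of the uninjured axolotl lower arm were profiled by RNA sequencing in 2 anterior and 3 posterior replicates. The authors prepared QuantSeq 3′ libraries, trimmed reads with Trimmomatic 0.39 (minimum length 40), mapped them to the assembly AmexG_v6.0-DD with HISAT2 (up to 5 alignments per read) and counted them per gene with featureCounts. The versions of HISAT2 and featureCounts, and the counting of reads with several alignments, are not stated. The authors deposited the resulting counts as whole numbers per gene and library, without normalization, and these counts are the only values used. The authors then compared the positions with DESeq2 1.34.0 in R 4.1.2 at a false-discovery rate of 0.01 and tested Gene Ontology terms with topGO 2.46.0.

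The table lists 99088 genes, of which 71378 had no count in any library. Of the identifiers, 56812 are of the kind placed on a chromosome and 42276 of the unplaced kind. Library totals ran from 44317956 to 59062548 counts, so that 3 counts correspond to 0.0508 to 0.0677 CPM. Libraries were assigned to position and replicate from the sample labels and the index of each library in the paper's methods. Same-numbered libraries were taken as pairs in an alternative fit, from the replicate numbers in the labels alone. The count table holds 0 ERCC spike-in entries, so that scaling by spike-ins was not run.

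The comparison of positions used edgeR 4.0.16 in R 4.3.3. Genes were filtered by filterByExpr with the position as group, libraries were scaled by TMM, and a quasi-likelihood model (glmQLFit and glmQLFTest) was fitted to all 5 libraries with the position as its term. P-values were adjusted by the Benjamini-Hochberg method over the 20875 genes tested. The common dispersion was 0.598, with 3 residual and 7 prior degrees of freedom. The standard error of a log2 fold change was taken as its absolute value divided by the square root of its F statistic. CPM values use the TMM-scaled library sizes and are given as the mean ± SD. A fold change against a position in which no library exceeded 3 counts was computed against that limit and is given as a lower bound. The bound assumes independent reads and would be lower if several reads were counted for each molecule. The test design, the genes to be named, and the alternatives below were set before the data were examined.

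Genes were named if the paper names them for this comparison, if they are Hox genes, spatial transcription factors of Supplementary Table 5 or members of Supplementary Tables 3 and 4, if they were among the 5 smallest p-values on either side, if they belong to lists of marker genes written beforehand, or if Supplementary Tables 1 or 2 list them and one position had 0 counts throughout. This gave 104 genes, of which 93 were tested and 27 passed. Symbols come from Supplementary Tables 1 and 2, which pair 283 of 306 identifiers with a symbol. The RefSeq gene table of the assembly UKY_AmexF1_1 matched 0 identifiers directly and 226 of the symbols, and it was used only for which genes lie next to each other. Genes without such a pairing, among them *Tbx5*, *Prrx1*, *Shh*, *Fgf8* and *Alx4*, were not analysed here. Each of the 15 marker lists had fewer than 80% of its genes matched, so that no test was made on any of them.

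The alternatives were DESeq2 1.42.0 and limma-voom (limma 3.58.1) as tests, DESeq2 size factors or library totals as scaling, no filter or at least 100 counts in total as filter, a robust fit, the replicate number as a block, each library left out in turn, a false-discovery rate of 0.05, a 1.5-fold minimum, and at least 10 counts in every library of the higher position. With an anterior library left out, 1 remained in that position and only the log2 fold change was computed. The procedure was tested on simulated counts in which 200 genes were changed 4-fold. With a negative binomial spread like that of the libraries, edgeR recovered 52.5% of these genes and called 0 of the unchanged genes among the 19187 it tested. With several reads counted for each simulated molecule, it recovered 30.0% of the changed genes and called 0 of the unchanged genes among the 18794 it tested. Gene lists were set against 10000 random lists of tested genes matched on mean expression.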

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

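None of the tests in this part was chosen after its result was seen, except the DESeq2 minimum counts and the division of counts, which are named as such. At a false-discovery rate of 0.01, edgeR's quasi-likelihood test gave 53 genes, 25 higher in posterior and 28 higher in anterior cells. With DESeq2 size factors the number was 57, with library totals alone 53, and with at least 100 counts in total 60. Limma-voom gave 74 genes, 44 of them anterior, and 47 of the 53 genes were among them. A minimum of 1.5-fold or of 10 counts in every library of the higher position left the number at 53. These filters removed no call and so show no stability.

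Other choices changed the numbers by more than 1.5 times. The DESeq2 Wald test gave 300 genes (162 posterior, 138 anterior), 278 with at least 1.5-fold (148 and 130), and 283 with at least 10 counts in every library of the higher position (146 and 137). EdgeR without a filter gave 337 (169 and 168), the robust fit 103 (47 and 56), and a false-discovery rate of 0.05 gave 127 (55 and 72). After the data were seen, DESeq2 was also run with 12 minimum counts, which gave from 274 to 333 genes, or from 254 to 304 with at least 1.5-fold. At least 100 counts in total, the highest of these, gave 333 (180 and 153), or 304 with at least 1.5-fold (162 and 142). It is the minimum that the paper states for its blastema data. Also chosen after the data were seen, counts divided by an estimate of the reads per molecule gave 116 (49 and 67) in edgeR. All 53 genes were among the calls of each of these settings, except the divided counts, which kept 52, and the 2 of the 12 minimum counts that applied to every library, which kept 50. The cause of these changes was not tested, apart from the tests of the spread between replicates given under the other observations.

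With a replicate block, edgeR gave 130 genes (68 posterior, 62 anterior), including all 53, with 1 residual degree of freedom in place of 3. Posterior replicate 3 has no partner and does not enter the difference in the block fit. The pairing by replicate number was checked by the correlation across genes of the change from replicate 1 to replicate 2, which was -0.025 between the positions. Whether same-numbered samples share axolotls is not stated, so that this number is given beside the one without the block.

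Leaving out 1 posterior library gave from 2 to 5 genes across the 3 fits, with 2 in each fit on the posterior side and from 0 to 3 on the anterior side. Between 1514 and 1883 genes had an unadjusted p under 0.05 in these fits. *Hand2* and *Grem1* passed in all 3. Spike-in scaling was not run, and fits without an anterior library gave no calls.

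Of the extracellular matrix list, 4 of 19 genes passed in edgeR, 19 with DESeq2, 8 with limma-voom, 10 with the replicate block and 13 at a false-discovery rate of 0.05. Of the cell adhesion list, 6 of 28 passed in edgeR, and 27, 10, 13 and 11 in the same settings. Of the collagens, 2 of 7 passed in edgeR, 7 with DESeq2 and 4 with the replicate block. Across the fits that left out 1 posterior library, 0 genes of each list passed. Library totals gave the same numbers for all 3 lists. The cause was not tested.

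The log2 fold change of *Hand2* lay between 3.40 and 3.46 in every alternative set beforehand, and its adjusted p was under 0.01 in each of these that had a test. Among the other named genes, 1317 comparisons of a gene with an alternative were made. Of these, 1021 kept their side of the threshold or moved by less than the spread. A further 76 lost significance, 212 gained it, 8 moved in a fit without an anterior library, and 0 changed direction. The 1317 include 92 with DESeq2 on genes with at least 100 counts and 71 with the divided counts. Both settings were chosen after the data were seen, and they gave 61 and 14 of the gains. Of the losses, 23, 25 and 24 came from leaving out posterior replicates 1, 2 and 3, and 4 came from limma-voom (*Hoxc10*, *Hoxd13*, *Lhx9* and LOC115076842). Whether the number of libraries or their depth limits these results more was not tested.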

Differences from the paper's values

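None of the values in this part rests on a test chosen after its result was seen, except the DESeq2 minimum counts and the divided counts named so. The paper reports around 300 differentially expressed genes, and edgeR's quasi-likelihood test gave 53. The paper's Supplementary Table 1 holds 160 posterior genes against 25 here, and its Supplementary Table 2 holds 146 anterior genes against 28 here. Of the alternatives set before the data were examined, 4 fell within 1.5 times of the paper's numbers. They were the DESeq2 Wald test (300, 162 posterior and 138 anterior), DESeq2 with at least 1.5-fold (278, 148 and 130), DESeq2 with at least 10 counts in every library of the higher position (283, 146 and 137), and edgeR without a filter on low counts (337, 169 and 168). DESeq2 is the test that the paper's methods name. The others did not close the gap. They were limma-voom (74), DESeq2 size factors in edgeR (57), library totals (53), at least 100 counts in edgeR (60), the robust fit (103), the replicate block (130), a false-discovery rate of 0.05 (127), at least 1.5-fold in edgeR (53), at least 10 counts in every library of the higher position in edgeR (53), and the fits without a posterior library (2 to 5). Of the settings chosen after seeing the values, DESeq2 with each of 12 minimum counts also fell within that range (from 274 to 333 genes, or from 254 to 304 with at least 1.5-fold), and the divided counts (116) did not. The smallest absolute log2 fold change in the paper's tables is 0.59, and the smallest total count of their genes is 101.

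All 53 genes are in the paper's tables with the same direction. Of the 306 genes in those tables, 295 were tested in edgeR, all 295 with the paper's direction, and 125 had an adjusted p under 0.05. The DESeq2 Wald test called 258 of the 306 and the added setting with at least 100 counts called 286. EdgeR without a filter on low counts called 233 of the 306. The calls outside the paper's tables numbered 42, 47 and 104 in these settings, in that order. In edgeR with all 5 libraries and no block, no log2 fold change of a named gene differed from the paper's by more than the larger error. Genes with at most 3 counts in each library of one position were not compared. With the replicate block, *Hoxc6* (-3.73 against the paper's -3.13) and *Tnxb* (0.80 against the paper's 1.03) differed by more than that, and further genes did with a library left out, among them *Col6a6*, *Dsp*, *Hoxd13* and *Ccn1*.

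The paper lists *Hoxa13* and *Hoxc6* as differentially expressed, and neither passed in edgeR (adjusted p = 0.14 and 0.0211). *Hoxc6* passed with DESeq2, without the filter, in the robust fit, with the replicate block, at a false-discovery rate of 0.05, and with the divided counts chosen after seeing the values. *Hoxa13* passed in none of the alternatives set before the data were examined (adjusted p = 0.0108 in DESeq2), and in DESeq2 with 8 of the 12 minimum counts chosen after seeing the values (adjusted p from 0.000793 to 0.0222 over the 12). Of the 24 spatial transcription factors with an identifier that the paper lists, 15 did not pass in edgeR, and DESeq2 called all but *Hoxa13* and *Pbx3*. *Pbx3* passed in none of the alternatives set before the data were examined (adjusted p = 0.126 in edgeR, 0.0341 in DESeq2), and in DESeq2 with 4 of the 12 minimum counts chosen after seeing the values (from 0.00437 to 0.0631 over the 12). Of the paper's matched extracellular matrix and cell adhesion genes, DESeq2 called all 19 and 27 of 28, against 4 and 6 in edgeR. Some of these factors and genes also passed in edgeR without the filter, in the robust fit, with the replicate block, with limma-voom, at a false-discovery rate of 0.05, or with the divided counts. The cell adhesion gene that DESeq2 did not call was *Pcdh19* (adjusted p = 0.152 in edgeR, 0.0139 in DESeq2), which passed with 8 of the 12 minimum counts chosen after seeing the values (from 0.00353 to 0.0247 over the 12).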

Other observations

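The tests on the spread between replicates, on neighbouring genes and on the DESeq2 calls of other groupings were chosen only after the result was seen. The tests on marker lists, on large fold changes and on edgeR calls of other groupings were not.

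The 5 libraries can be split into 2 and 3 in 10 ways. In edgeR, 1 of the 10 splits gave as many as 53 genes at a false-discovery rate of 0.01, namely the real one. The other 9 splits gave 0 or 1 genes, with 335 to 1253 genes at an unadjusted p under 0.05 against 1576 in the real split. The real split parts both same-numbered pairs of libraries, as do 3 of the others, which gave 0 genes each (673, 542 and 1253 at an unadjusted p under 0.05). Of the remaining 6 splits, 4 part 1 such pair and 2 part none. With 10 splits the share cannot go under 0.1, so that a grouping by accident cannot be excluded by this count.

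The same 9 other splits gave 18 to 83 genes in DESeq2, with a median of 35, against 300 in the real split. Each of these 9 splits mixes anterior and posterior libraries, so that real differences between the positions could contribute to its calls. The highest number, 83, therefore does not measure how many calls any grouping would give. In simulated libraries with several reads counted for each molecule, DESeq2 called 387 genes, of which 267 (69.0%) had not been changed, while edgeR called 60, of which 0 had not been changed, among the 18794 genes it tested. That simulation used 45 reads per molecule in every library, although the estimate for the anterior libraries was 27.8. Its 267 calls on unchanged genes exceed the 18 to 83 calls of the other real splits. The simulated share therefore does not give the share of false calls among the 300. In simulated libraries with a negative binomial spread, DESeq2 called 143 genes, of which 33 (23.1%) had not been changed. The 53 genes called in edgeR were all called in DESeq2. How many of the others are true differences cannot be told from these libraries.

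Replicate libraries differed by far more than independent reads would. The ratio of variance to mean among the posterior libraries stayed nearly level as the mean rose from 32 to 1024 counts, with a slope of 0.019 on log2 scales, and in the anterior libraries the slope was 0.074. With one coefficient of variation at every count, as differences between pools of axolotls might give, simulated libraries had a slope of 0.977. A candidate explanation for the level ratio is that several reads were counted for each captured RNA molecule, since such simulated libraries had a slope of -0.0824. The estimate of reads per molecule was 44.8 in posterior and 27.8 in anterior libraries. In line with this, 4935 genes had counts in 1 library alone, with a median of 13 counts there and a highest of 218, where independent reads would give 639 such genes with a median of 1. A spread between animals that falls with the level of a gene would give a level ratio too and cannot be told apart from amplification here, and no molecular identifiers are described.

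The paper's tables hold 40 genes with an absolute log2 fold change above 5. Of these, 11 had 0 counts in at least 1 library of the higher position, and 29 had counts in all libraries of that position. Counts missing from a replicate therefore apply to 11 of the 40. Of the 40, 29 had 0 counts in every library of the lower position, so that the size of their fold change rests on a denominator of 0. All 11 genes were posterior genes counted in 1 library, and DESeq2 called all 11 here as well, the best of them at rank 44 of the paper's posterior table. The median total count of the 40 genes was 193.5, against 12817 for the other genes of the tables. Of the 29 that edgeR tested, 3 passed. No biological explanation was tested.

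Genes that differ between the positions lie close to each other more often than random genes. Identifiers were taken as an order along the chromosomes. A gene and the next gene of the same set were counted as neighbours if they lay within 10 identifiers of each other. Genes with another gene of the set between them were not counted as a pair. In the RefSeq table, 9 of 10 pairs with both symbols there lay on the same chromosome with at most 10 coding genes between them. Among the genes with an adjusted p under 0.05 in edgeR, 10 neighbouring pairs changed in the same direction and 0 in opposite directions. Expression-matched random sets had a median of 1 such pair and at most 8 (permutation p = 0.0001, the smallest that 10000 sets can give). Without pairs of one symbol family or without a symbol, 7 pairs remained (permutation p = 0.0007). Among the genes of the paper's tables, 18 pairs changed in the same direction and 2 in opposite directions, against a random median of 8 (permutation p = 0.001). Without pairs of one family the permutation p was 0.08 for the 13 remaining pairs. Most random genes carry no symbol, so that pairs of one family could not be removed from random sets in the same way. Whether copies of a gene lying side by side account for the excess in that larger set is therefore undecided. In the set called by edgeR they do not account for all of it. One pair is *Hand2* with *Scrg1* (AMEX60DD045295), which was chosen after its values were seen. In the RefSeq table 0 coding genes lie between them. *Scrg1* was higher in all 3 posterior libraries, with a log2 fold change of 1.55 (standard error 0.22, adjusted p = 0.0109 in edgeR's quasi-likelihood test). *Alx1*, also singled out after its values were seen, lies close to 2 other anterior genes. They are *Rassf9* (log2 fold change -1.98, standard error 0.45, adjusted p = 0.12) and *Nts* (-3.27, standard error 0.6, adjusted p = 0.0469). A hypothesis is that some positional differences span more than 1 gene of a chromosome region. Reads counted on the wrong one of 2 adjacent genes, as with 3′ ends beyond an annotated gene, could give the same pattern and were not tested, so that the hypothesis cannot be told apart from that explanation.

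Of the 7 matched genes of a list of epidermal genes, *Krt19*, *Krt5*, *Krt17*, *Muc5b*, *Col17a1* and *Dsp* were higher in posterior libraries, and *Krt19*, *Krt5* and *Col17a1* of these passed a false-discovery rate of 0.01. *Krt18* had 96 and 129 counts in the anterior libraries and 0 in each posterior library (adjusted p = 0.105 in edgeR's quasi-likelihood test). *Jun* and *Ccn1*, the 2 matched genes of a list of dissociation genes, were higher in anterior libraries (adjusted p = 0.082 and 0.0111), and *Hoxa13* and *Hoxd13* were higher in posterior libraries. RNA from epidermal cells in the sorted samples, a stronger response to dissociation, and skin pieces taken from a more distal level are candidate explanations. None could be tested. An identifier was matched for 29.2% of the epidermal list, for 10.0% of the dissociation list and for 12.5% of a list of proximal limb genes, where a test was to be made only at 80% or more. The 1 proximal gene matched, *Rarres1*, was higher in posterior cells (log2 fold change 0.97, standard error 0.13, adjusted p = 0.00903 in edgeR's quasi-likelihood test), opposite to what posterior pieces from a more distal level would give, but 1 gene does not stand for the list. The patterns in the epidermal and dissociation genes cannot be told apart from the first 2 explanations.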
